# Cadherin-dependent adhesion is required for muscle stem cell niche anchorage and maintenance

**DOI:** 10.1242/dev.202387

**Published:** 2024-04-04

**Authors:** Margaret Hung, Hsiao-Fan Lo, Aviva G. Beckmann, Deniz Demircioglu, Gargi Damle, Dan Hasson, Glenn L. Radice, Robert S. Krauss

**Keywords:** Muscle stem cell, Stem cell niche, Quiescence, Cell adhesion, Cell signaling

## Abstract

Adhesion between stem cells and their niche provides stable anchorage and signaling cues to sustain properties such as quiescence. Skeletal muscle stem cells (MuSCs) adhere to an adjacent myofiber via cadherin-catenin complexes. Previous studies on N- and M-cadherin in MuSCs revealed that although N-cadherin is required for quiescence, they are collectively dispensable for MuSC niche localization and regenerative activity. Although additional cadherins are expressed at low levels, these findings raise the possibility that cadherins are unnecessary for MuSC anchorage to the niche. To address this question, we conditionally removed from MuSCs β- and γ-catenin, and, separately, αE- and αT-catenin, factors that are essential for cadherin-dependent adhesion. Catenin-deficient MuSCs break quiescence similarly to N-/M-cadherin-deficient MuSCs, but exit the niche and are depleted. Combined *in vivo*, *ex vivo* and single cell RNA-sequencing approaches reveal that MuSC attrition occurs via precocious differentiation, re-entry to the niche and fusion to myofibers. These findings indicate that cadherin-catenin-dependent adhesion is required for anchorage of MuSCs to their niche and for preservation of the stem cell compartment. Furthermore, separable cadherin-regulated functions govern niche localization, quiescence and MuSC maintenance.

## INTRODUCTION

Adult stem cells reside in a specialized microenvironment, or niche, that supplies signals to sustain specific cellular properties (Fuchs and Blau, 2020). A general feature provided by the niche is anchorage of stem cells via cell-cell and/or cell-extracellular matrix adhesion (Chen et al., 2013; Parsons et al., 2010; Polisetti et al., 2016; Schüler et al., 2022). Niche-based adhesion in turn supports stable proximity of stem cells to biochemical and biomechanical signals, the nature of which may vary between tissues and stem cell types. Skeletal muscle stem cells (MuSCs, also called satellite cells) are localized between a myofiber and an enwrapping basal lamina (Hung et al., 2023). During homeostasis, MuSCs are quiescent, but in response to muscle injury they activate, proliferate, differentiate and fuse with each other or with existing myofibers to repair the damage (Hardy et al., 2016; Schmidt et al., 2019). They also self-renew and re-occupy the niche in regenerated muscle.

Niche localization induces polarity in MuSCs: laminin-binding integrins are found basally and cadherins are present apically, the latter being the cell surface where MuSCs are in direct contact with myofibers (Goel et al., 2017; Krauss et al., 2017; Rozo et al., 2016). α7β1-integrin is the major laminin receptor in MuSCs, and conditional genetic removal of β1-integrin from these cells results in loss of cell polarity and eventual MuSC attrition due to precocious differentiation (Rozo et al., 2016). Despite this perturbance, β1-integrin-deficient MuSCs remain under the basal lamina. Therefore, β1-integrin-mediated basal adhesion is required for maintenance of the MuSC compartment, but additional mechanisms are sufficient to retain MuSCs in the niche.

The roles of apical adhesion and cadherins in MuSCs are less clear. Cadherins are calcium-dependent homophilic cell-cell adhesion molecules that regulate tissue integrity and specific morphogenetic movements (Yap et al., 2018; Mège and Ishiyama, 2017). Classical cadherins have a cytoplasmic domain bound directly by β- and/or γ-catenin, which in turn bind to α-catenin. α-Catenin binds directly to F-actin or to adaptor proteins that bind F-actin, forming molecular complexes that provide stable cell-cell cohesion and transmit tensile forces from the exterior to the interior of the cell (Yap et al., 2018). MuSCs express multiple catenin-binding cadherins, including M-cadherin, N-cadherin and VE-cadherin, each localized to the MuSC apical membrane (Fukada et al., 2007; Goel et al., 2017). M-cadherin (encoded by *Cdh15*) expression is highly enriched in the skeletal muscle lineage, and *Cdh15* mRNA is expressed at much higher levels than *Cdh2* or *Cdh5* mRNAs (encoding N-cadherin and VE-cadherin, respectively) in quiescent MuSCs (Yue et al., 2020). Surprisingly, germline mutation of *Cdh15* in mice did not result in an obvious phenotype in skeletal muscle development, MuSC number or regeneration (Goel et al., 2017; Hollnagel et al., 2002). In contrast, conditional mutation of *Cdh2* in MuSCs rendered the cells prone to break quiescence and enter a state of partial activation, without compromising cell polarity or niche localization (Goel et al., 2017). Furthermore, MuSCs lacking *Cdh2* are proficient in regeneration and self-renewal (Goel et al., 2017). Combined loss of *Cdh15* and *Cdh2* exacerbated the phenotypes associated with loss of *Cdh2* alone, but double-mutant cells also remain in the niche and are functional in response to injury (Goel et al., 2017). Therefore, the most abundantly expressed cadherin, M-cadherin, is dispensable for MuSC function, whereas N-cadherin is expressed at much lower levels, yet it is required to prevent MuSCs from entering the activation process in the absence of injury. The role of N-cadherin in maintaining MuSC quiescence is linked to its function in promoting outgrowth and/or maintenance of cellular projections that apparently act as sensors of the niche (Kann et al., 2022).

VE-cadherin is present at the apical membrane of MuSCs lacking M- and N-cadherin (Goel et al., 2017). Additionally, quiescent MuSCs express RNA for at least one additional catenin-binding cadherin, albeit at low levels (R-cadherin, which is encoded by *Cdh4*) (Yue et al., 2020). Despite the presence of cadherins other than M- and N-cadherin, these findings raise the possibility that any cadherin-based adhesion may be dispensable for anchorage of MuSCs to their niche. Integrin-mediated basal adhesion and/or alternative mechanisms of apical adhesion may be sufficient for niche localization, even in the absence of the most abundant cadherin (M-cadherin) and a cadherin required for quiescence (N-cadherin). To address these possibilities, we assessed the consequences of depriving MuSCs of all ability to form cadherin-based adhesion structures. Simultaneous genetic removal of all expressed catenin-binding cadherins would require removing at least four cadherins, so we used conditional mutagenesis to target catenins, which are essential components of cadherin-based adhesion complexes. We separately removed two pairs of redundant catenins from MuSCs: β- and γ-catenin, and αE- and αT-catenin. We report here that MuSCs lacking these catenin pairs, and thereby deprived of cadherin-based adhesion, spontaneously activate and exit the niche, entering the interstitial space between myofibers. These cells are lost over time to what appears to be a single fate: precocious differentiation, re-entry to the niche and fusion to myofibers. Therefore, cadherin-based cell-cell adhesion is required for niche localization and preservation of MuSCs, and cadherins expressed at low levels appear to be sufficient for this stem cell property. Furthermore, the requirement for cadherins in MuSC niche localization and quiescence are distinguishable.

## RESULTS

### Conditional deletion of α-catenins or β- and γ-catenin results in MuSC attrition

Cadherins require β- or γ-catenin plus α-catenin to form stable cell adhesion junctions (Mège and Ishiyama, 2017). To determine the effects of loss of cadherin-based adhesion complexes, conditional mutagenesis approaches were taken. MuSCs express two isoforms of α-catenin, αE and αT, which are respectively encoded by *Ctnna1* and *Ctnna3* (Yue et al., 2020). Mice homozygous for floxed alleles for both genes were bred with mice that carried a MuSC-specific *Pax7^CreERT2^* allele, yielding *Ctnna1^fl/fl^;Ctnna3^fl/fl^;Pax7^CreERT2^* mice (referred to as α-cdKO mice; Fig. 1A). MuSCs express both β- and γ-catenin, encoded by *Ctnnb1* and *Jup*, respectively (Goel et al., 2017; Yue et al., 2020). A similar approach was taken to produce *Ctnnb1^fl/fl^;Jup^fl/fl^;Pax7^CreERT2^* mice (referred to as βγ-cdKO mice; Fig. 1G). Two- to 3-month-old mice were treated with tamoxifen (TMX) for 5 days to activate Cre and studied at various time points afterwards for catenin protein expression and MuSC homeostasis, as assessed by number of Pax7^+^ cells.

**Fig. 1.**
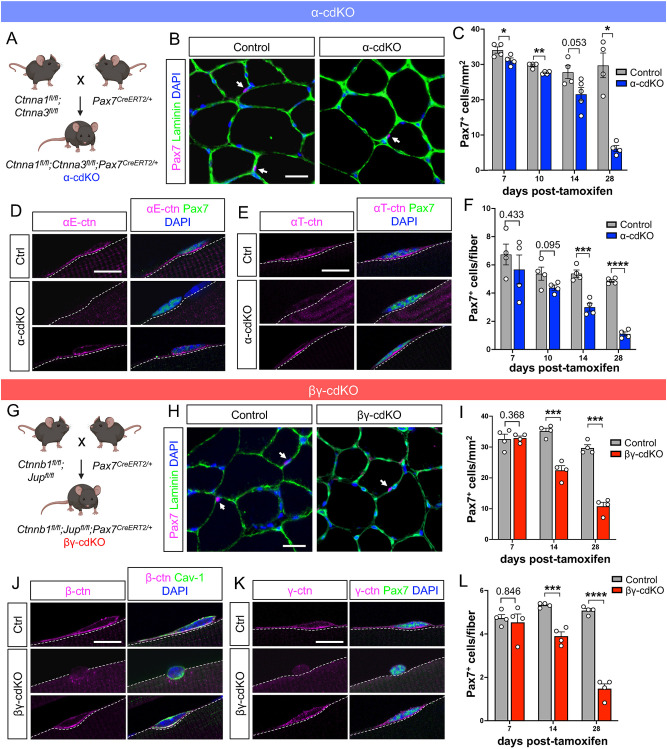
**Catenins are apically enriched in quiescent MuSCs and necessary for MuSC maintenance.** (A) Breeding scheme for α-cdKO mice: mice carrying homozygous floxed alleles for αE-catenin (*Ctnna1*) and αT-catenin (*Ctnna3*) loci were paired with mice carrying a MuSC-specific *Pax7*-driven CreERT2 (*Pax7^CreERT2^*) allele to yield α-cdKO mice. Created with BioRender. (B-F) TA muscle sections from control and α-cdKO mice at various time points were immunostained (Pax7, magenta; laminin, green; DAPI, blue) and Pax7-expressing MuSCs were labeled (B; white arrows) and quantified (C). Immunostaining of single myofibers (αE- or αT-catenin, magenta; caveolin 1 or Pax7, green; DAPI, blue) was used to assess the presence of αE- and αT-catenin protein (D,E) and MuSC attrition (F) in α-cdKO mice. Representative images of control and α-cdKO TA muscle sections and single myofibers were isolated from 28 DPT immunofluorescence analyses. (G) Breeding scheme for βγ-cdKO mice: mice carrying homozygous floxed alleles for β-catenin (*Ctnnb1*) and γ-catenin (*Jup*) loci were paired with mice carrying a MuSC-specific *Pax7*-driven CreERT2 allele (*Pax7^CreERT2^*) to yield βγ-cdKO mice. Created with BioRender. (H-L) TA muscle sections from control and βγ-cdKO mice at various time points were immunostained (Pax7, magenta; laminin, green; DAPI, blue) and Pax7-expressing MuSCs were labeled (H; white arrows) and quantified (I). Immunostaining of single myofibers (β- or γ-catenin, magenta; Pax7, green; DAPI, blue) was used to assess presence of β- and γ-catenin protein (J,K) and MuSC attrition (L) in βγ-cdKO mice. Representative images of control and βγ-cdKO TA muscle sections and single myofibers were isolated from 28 DPT immunofluorescence analyses. Scale bars: 25 μm in B,H; 10 μm in D,E,J,K. Each data point represents the average from ten fields (TA muscle sections) or at least ten myofibers (EDL single myofibers) from each animal. *n*≥4 animals per genotype per timepoint. Data are mean±s.e.m. with comparisons made using a two-tailed unpaired Student's *t*-test. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001.

α-cdKO mice displayed a steady decline in the number of Pax7^+^ MuSCs, beginning ∼10 days after the last TMX injection. This was observed in cross-sections of tibialis anterior (TA) muscle over a 28-day time course, at which point α-cdKO mice had lost 78% of Pax7^+^ MuSCs when compared with their control counterparts (Fig. 1B,C). Very similar results were obtained when quantifying Pax7^+^ MuSCs on single myofibers prepared from extensor digitorum longus (EDL) muscles (Fig. 1D-F). Single myofiber preparations were used to assess expression of αE- and αT-catenin by immunofluorescence. Across all time points, control MuSCs were uniformly positive for αE- and αT-catenin proteins, which were enriched at the apical membrane of each cell (Fig. 1D,E, Fig. S1A). At each time point post-TMX, the majority of remaining MuSCs were positive for one or the other α-catenin protein, indicating that MuSCs that lose both α-catenin proteins did not accumulate (Fig. S1A). As MuSC attrition was negligible at 7 days post-TMX (DPT), a time when recombination is presumably largely or fully complete, we infer that α-catenin protein perdurance must occur to a significant extent, and that as catenin levels drop below a certain threshold via protein turnover, cells are lost. Of the 22% of MuSCs remaining on EDL myofibers at 28 DPT, 82% were αE-catenin immunoreactive and 78% were αT-catenin immunoreactive, whereas the rest were negative (Fig. 1D,E). The fraction of MuSCs that remained α-catenin^+^ at this time point very likely failed to recombine all four floxed alleles, or some sufficient number of alleles, to cause cell loss. α-cdKO muscles were grossly normal, with no change in overall myofiber size compared with controls (Fig. S1B). This suggested that a steady decline of α-cdKO MuSCs over time could be due to loss of apical cadherin-based adhesion.

We performed parallel analyses with βγ-cdKO mice. The phenotype of βγ-cdKO mice at 28 DPT was similar to that of α-cdKO mice, with loss of 64% and 71% of Pax7^+^ MuSCs in cross-section analyses of TA muscle and on single EDL myofibers, respectively (Fig. 1H,I,L). Likewise, most MuSCs remained positive for either β- or γ-catenin at each time point analyzed (Fig. 1J,K, Fig. S1C). It again seems likely that the fraction of MuSCs remaining β- and/or γ-catenin^+^ at 28 DPT had failed to recombine all four floxed alleles, leaving enough residual protein to prevent MuSC loss. βγ-cdKO muscles also remained grossly normal, with no changes in average myofiber size at 28 DPT (Fig. S1D).

β-Catenin plays crucial roles in both cadherin-based adhesion and canonical Wnt signaling (van der Wal and van Amerongen, 2020). γ-Catenin has overlapping function with β-catenin in binding classical cadherins but is not involved in Wnt signaling; it is, however, crucial for formation of desmosomes, another type of cell-cell junction comprising desmosomal cadherins (Green et al., 2019; Kowalczyk and Green, 2013). β-Catenin has been conditionally removed from adult MuSCs in previous reports, and it did not lead to MuSC attrition at homeostasis (Murphy et al., 2014; Rudolf et al., 2016). Additionally, quiescent MuSCs did not display canonical Wnt signaling activity. These results suggest that the phenotype of βγ-cdKO mice is due to loss of cell adhesion complexes, not due to perturbance of Wnt signaling. To provide additional evidence for this contention, we studied mice lacking only γ-catenin in MuSCs (γ-cKO mice). In contrast to βγ-cdKO mice, γ-cKO mice did not display any loss of Pax7^+^ MuSCs at 28 DPT, despite 94% of MuSCs on single myofibers lacking γ-catenin protein expression (Fig. S2). These results indicate that removal of both β- and γ-catenins is required for MuSC attrition. Combined with the similar phenotype, over a similar time course, seen in α-cdKO mice, our findings strongly suggest that loss of cadherin-based cell-cell junctions, rather than other functions provided by the various catenins, is the likely major cause of MuSC attrition in these mice.

### α-cdKO and βγ-cdKO mice display incomplete muscle regeneration and do not efficiently reoccupy the niche

MuSCs are essential for muscle regeneration (Lepper et al., 2011; Murphy et al., 2011; Sambasivan et al., 2011), but mice harboring only 10-20% of the total MuSC pool are still capable of muscle injury repair, indicating that regeneration is not dependent on large numbers of MuSCs (von Maltzahn et al., 2013). To assess whether the reduced MuSC populations in α-cdKO and βγ-cdKO mice were capable of regenerating muscle, we performed two consecutive BaCl_2_ injuries (Fig. 2A). Mice were maintained on TMX chow to continue Cre recombination stimulus during the regeneration period, and regeneration was assessed in both lines at 7 and 28 days post-injury (dpi) to observe early and complete regeneration, respectively.

**Fig. 2.**
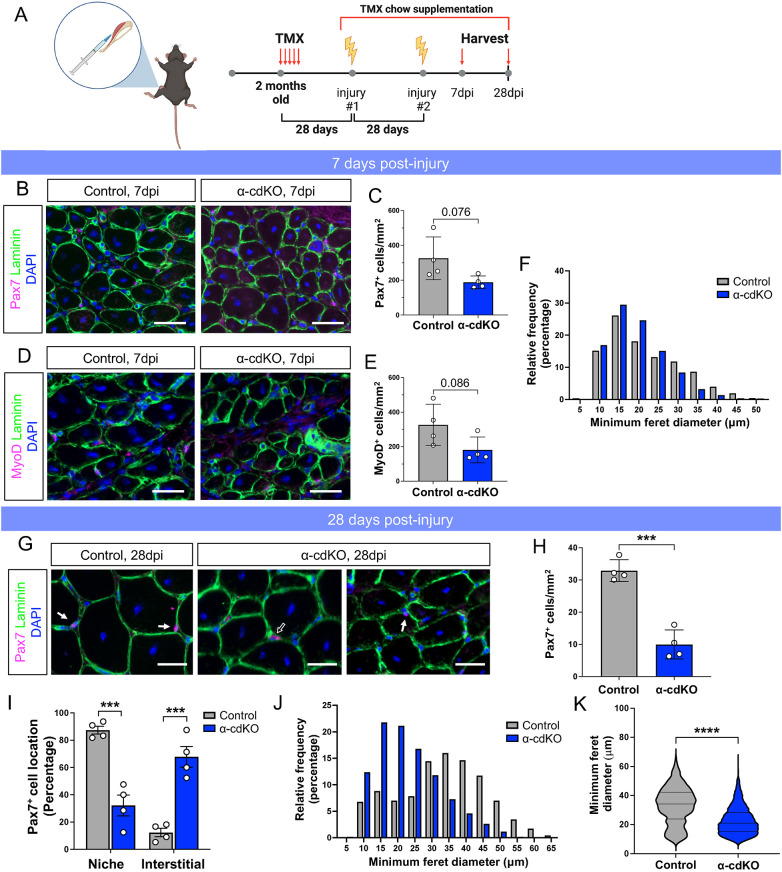
**α-cdKO mice have modest defects in muscle regeneration.** (A) Double BaCl_2_ injury model. α-cdKO mice were injected with tamoxifen for 5 consecutive days to recombine α-catenin alleles. At 28 DPT, mice were placed on tamoxifen-supplemented chow, and the first injury was applied to the hindlimb by an intramuscular injection of 1.2% BaCl_2_ in saline. After 28 days of recovery, a second injury was applied. Muscle was harvested and snap frozen at 7 and 28 dpi for analysis. Created with BioRender. (B-F) At 7 dpi, TA muscle sections from control and α-cdKO mice were immunostained (Pax7 or MyoD, magenta; laminin, green; DAPI, blue) for Pax7^+^ (B,C) and MyoD^+^ (D,E) cells to assess MuSC and myogenic progenitor numbers during early regeneration. (F) Myofiber size was quantified by minimum feret diameter. (G-K) At 28 dpi, TA muscle sections from control and α-cdKO mice were immunostained (G; Pax7, magenta; laminin, green; DAPI, blue) to assess MuSC numbers (H) and location (I) after complete regeneration. (J,K) Myofiber size was quantified by minimum feret diameter (J) with a statistical analysis in median myofiber size carried out using a two-tailed Mann–Whitney test (K). Scale bars: 25 μm in B,D,G. White arrows indicate a cell under the basal lamina; black arrow indicates an interstitial cell. Each data point represents the average from ten fields from each animal. *n*=4 animals per genotype. Data are mean±s.e.m. with comparisons made using a two-tailed unpaired Student's *t*-test, unless otherwise noted. ***P<0.001, ****P<0.0001.

In α-cdKO mice, the numbers of both Pax7^+^ MuSCs and MyoD^+^ myogenic precursor cells trended downward at 7 dpi when compared with control mice, but fell short of *P*<0.05 (Fig. 2B-E), which was closely mirrored in βγ-cdKO mice (Fig. S3A-D). Similarly, there was a slight shift toward smaller myofiber minimum feret diameter measurements in mutants (Fig. 2F, Fig. S3E). At 28 dpi, the number of Pax7^+^ MuSCs in α-cdKO and βγ-cdKO mice had returned to a similar density to that at 28 DPT in uninjured mice (Fig. 1C,I), a ∼70% decrease relative to control mice (Fig. 2G,H, Fig. S3F,G). These data suggest that the initial diminished pool of Pax7^+^ MuSCs in α-cdKO and βγ-cdKO mice had self-renewed but did not expand to refill the normal complement of stem cells. In contrast to what was observed at 7 dpi, myofiber minimum feret diameter was strongly shifted towards smaller sizes at 28 dpi (Fig. 2J,K, Fig. S3H), indicating a suboptimal regeneration response. Furthermore, 68% of α-cdKO MuSCs were localized in the interstitial space at 28 dpi, compared with 12% in control MuSCs (Fig. 2G,I). This phenomenon was also observed in βγ-cdKO mice; 44% of βγ-cdKO MuSCs were found in the interstitial space, compared with only 13% of control MuSCs (Fig. S3F,I). Wild-type levels of catenin expression are therefore required for MuSCs to reoccupy the niche after injury. Regenerated muscles in α-cdKO and βγ-cdKO mice also displayed an increase in collagen deposition, as detected by Picrosirius Red staining (Fig. S3J,K). This may be due to the presence of an increased number of smaller myofibers, thereby increasing circumferential fiber surface area per field, rather than a primary regenerative defect (Figs S3H,J,K and S4). Taken together, these data demonstrate that, whereas α-cdKO and βγ-cdKO mice maintained a number of Pax7^+^ MuSCs normally capable of mounting a full regenerative response (von Maltzahn et al., 2013), the remaining α-cdKO and βγ-cdKO MuSCs provided only a diminished regenerative response. This phenotype may arise from a combination of MuSC depletion and reduced function of the remaining partially catenin-deficient MuSCs.

### α-cdKO MuSCs do not adopt non-myogenic fates

Initial homeostatic characterization and injury studies in α-cdKO and βγ-cdKO mice resulted in strikingly similar phenotypes, implicating loss of cadherin-catenin-based adhesion as an initiating event of MuSC attrition. To identify the fate of MuSCs lacking catenins during homeostasis, we focused on α-cdKO mice, as a higher percentage of cells were affected after TMX treatment than in βγ-cdKO mice. We performed single cell RNA-sequencing on purified α-cdKO MuSCs at 14 DPT, a timepoint midway into the process of MuSC attrition. A tdTomato reporter allele was crossed onto the α-cdKO line, and hindlimb muscles from 3-month-old control and α-cdKO mice were dissociated into single cell suspensions for FACS isolation of tdTomato^+^ cells. This protocol avoided sorting MuSCs based on expression of cell surface markers, which could have changed upon loss of α-catenins. 

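Single cell RNA-sequencing covered 2 control and 2 α-cdKO samples taken 14 days after tamoxifen, and each sample was a pool of tdTomato+ cells from 2 mice with 30000 cells loaded. The control mice carried *Pax7*-driven CreERT2 and the reporter without floxed α-catenin alleles. The authors deposited the unique molecular identifiers (UMIs) that Cell Ranger counted on 32285 genes of the mouse reference (GRCm38) in each barcode called as a cell, without normalization. A UMI marks a captured RNA molecule, so UMIs count molecules near the 3′ end of transcripts. The samples held 48515992 and 46099310 UMIs in control replicates 1 and 2, and 73261352 and 74921651 in α-cdKO replicates 1 and 2. The gene list held no tdTomato or Cre sequence, so recombination could not be read from these counts. The targeted gene *Ctnna1* (ENSMUSG00000037815) lies on chromosome 18 from 35118859 to 35254779. Its UMIs summed over the myogenic cells of a sample were 92.2 and 74.2 CPM (UMIs scaled to a common sample total) in the controls and 77.2 CPM in each α-cdKO sample after edgeR's TMM normalization. The log2 fold change was −0.11 (standard error 0.14, adjusted p = 0.857 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 0.07 with control replicate 1 left out. The targeted gene *Ctnna3* (ENSMUSG00000060843), on chromosome 10 from 63430098 to 65003667, had 12 UMIs over the myogenic cells of all samples, 1, 2, 2 and 7 in the same order, too few to test. Neither gene therefore separated the genotypes at the level of 3′-end counts. The samples were the replicates (n = 2 per genotype), and a two-sided exact permutation test over the 6 splits of the samples cannot give a p under 0.3333. Intervals are exact 95% binomial (Clopper-Pearson) intervals and cover counting error only.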

Importantly, any cells that lost myogenic identity would still be captured for analysis.

Overall quality metrics assessed via CellRanger confirmed sample robustness before Harmony integration using all samples followed by unsupervised clustering of cells and non-linear dimensionality reduction via uniform manifold approximation and projection (UMAP) (Fig. S5A,B) (Korsunsky et al., 2019; McInnes et al., 2018). 

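Cell Ranger had called 5853 and 6319 barcodes as cells in control replicates 1 and 2, and 10649 and 8433 in α-cdKO replicates 1 and 2. The median barcode held 7485 and 7282 UMIs in the controls and 6186 and 7574 in the α-cdKO samples. The median number of genes detected was 1724, 1623, 1527 and 1726 in the same order. The filter stated in the methods, at least 1000 UMIs, at least 400 genes and under 15% mitochondrial UMIs, kept 28790 of the 31254 barcodes. These were 5484 and 5354 control cells and 9786 and 8166 α-cdKO cells. The share removed was 6.30% and 15.3% in the controls and 8.10% and 3.17% in the α-cdKO samples, and the genotypes overlapped.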

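Counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 variable genes were reduced to 30 principal components. Harmony corrected these by sample, and Louvain clustering of the shared nearest neighbor graph at resolution 0.2 followed. The kept cells fell into 9 clusters by these steps. Every cluster held cells of all 4 samples. The smallest, with 51 cells, held 13 and 12 control cells and 10 and 16 α-cdKO cells. A cluster of 652 cells led by the cell cycle genes *Hist1h2ap*, *Top2a* and *Stmn1* held from 0.547% of the cells in control replicate 1 to 4.19% in α-cdKO replicate 1. Under the other settings tried the number of clusters ranged from 8 to 10, and it was 10 without integration and at a Louvain resolution of 0.4.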

Eight unsupervised clusters were identified, none of which was unique to control or α-cdKO MuSCs (Fig. S5B). 

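Each cluster was named from fixed lists of marker genes. Clusters with raised quiescence, activation, cell cycle or differentiation markers were taken as myogenic, and these held 27172 cells, or 94.4%. The share was 96.3% (95.8 to 96.8) in control replicate 1 and 84.1% (83.1 to 85.1) in control replicate 2. In α-cdKO replicates 1 and 2 it was 96.1% (95.7 to 96.4) and 97.8% (97.4 to 98.1). The mean was 90.2% ± 8.63 (SD, n = 2) in control and 96.9% ± 1.22 (n = 2) in α-cdKO, and the genotypes overlapped (two-sided exact permutation test, p = 0.6667).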

After integration, cells were filtered for MuSC and myogenic progeny identity using UniCell Deconvolve unsupervised cell type annotations, with the great majority of cells identified as skeletal muscle stem cells or myogenic precursors (94%; 27,128 out of 28,790 total cells). Remaining cells were classified by UniCell as ‘striated muscle’ and excluded from downstream analyses (Fig. S5C) (Charytonowicz et al., 2023). 

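UniCell Deconvolve could not be run on these counts, and the clusters set aside by marker genes held 1618 cells. The largest of these clusters was mature-muscle-like with 1298 cells, which carried 15310 ± 4391 *Ckm* CPM (SD, n = 4 samples) against 38.8 ± 21.3 in myogenic cells. Another 178 cells were endothelial-like, with 326 ± 55.8 *Pecam1* CPM against 4.88 ± 0.981 in myogenic cells. A group of 91 cells was immune-like and led by *S100a9*, *S100a8* and *Ngp*. The remaining 51 cells were glial-like. The endothelial-, immune- and glial-like cells together made up 320 cells.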

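The myogenic cells were clustered again by the same steps, and the 6 clusters were named by their markers. Clusters 0 and 1 were activated-like and held 11965 and 8408 cells. Cluster 2 was quiescent-like and held 4475 cells. Cluster 3, led by *Cdkn1c*, *Myog*, *Actc1* and *Mymk*, was differentiated-like and held 1326 cells. Cluster 4 was cycling-like, and its 649 cells had the highest median depth of the myogenic clusters at 15734 UMIs. Cluster 5, led by *Tnnt3*, *Tnnc2* and *Mylpf*, was mature-myocyte-like, and its 349 cells had the lowest median depth at 5315 UMIs. All 4 samples gave cells to each cluster. With the Louvain resolution at 0.1 there were 4 clusters, and at 0.4 there were 7.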

Unsupervised clustering of MuSCs identified six clusters identified in both control and α-cdKO samples, showing similar characteristics to previously reported datasets (Fig. 3, Fig. S5D,E). A cluster of cells expressed transcripts for *Pax7*, *Gas1*, the Notch target *Hes1* and receptor tyrosine kinase inhibitor *Spry1*, which revealed the isolation of a population similar to quiescent MuSCs *in vivo* (cluster 2, Fig. 3A,B) (Dell'Orso et al., 2019; Machado et al., 2017). 

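*Pax7* (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528), *Gas1* (ENSMUSG00000052957, chromosome 13, 60174405 to 60177365), *Hes1* (ENSMUSG00000022528, chromosome 16, 30064384 to 30067796) and *Spry1* (ENSMUSG00000037211, chromosome 3, 37639947 to 37644598) were each highest in myogenic cluster 2 in all 4 samples. In that cluster *Pax7* had 179 ± 37.2 CPM (SD, n = 4 samples), against 38.8 ± 22.2 in cluster 0. *Gas1* had 530.3 ± 116 CPM there and 46.8 ± 17.1 in cluster 0. *Hes1* had 600.3 ± 144 and 36.9 ± 4.34, and *Spry1* had 212 ± 29.4 and 90.2 ± 11.6, in the same clusters. The margin of *Spry1* over the next cluster was the smallest, 1.10-fold in control replicate 1. With each cell thinned to 2000 UMIs, 26.7% of the 4341 cells of cluster 2 had a *Pax7* UMI (25.4 to 28.1). Among the 168 endothelial-like cells, which should lack *Pax7*, the share was 7.14% (3.75 to 12.1). Before thinning the median depth was 5888 UMIs in cluster 2 and 7572.5 in the endothelial-like cells.

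**Figure D1:**
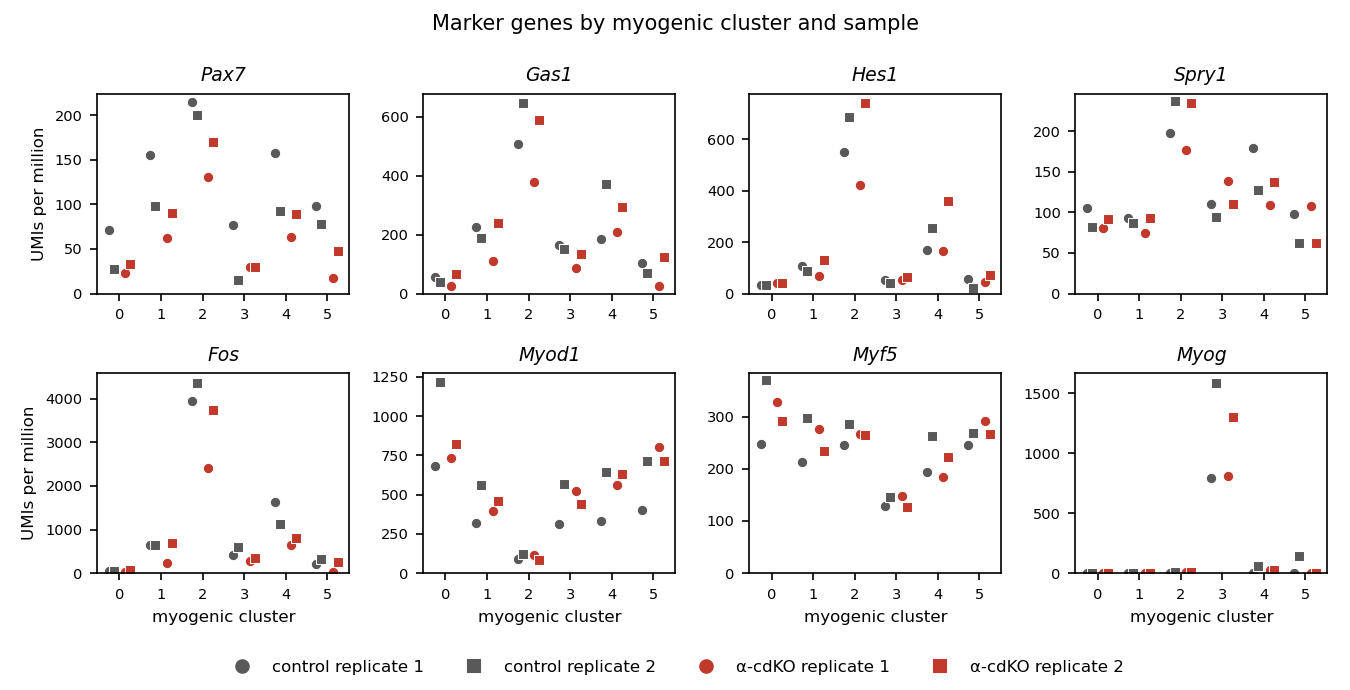
CPM of 8 marker genes (y axis) in the 6 myogenic clusters (x axis), with 1 point per sample. Circles are replicate 1 and squares replicate 2, gray is control and red is α-cdKO. *Pax7*, *Gas1*, *Hes1*, *Spry1* and *Fos* peak in cluster 2 and *Myog* in cluster 3 in all 4 samples.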

Many cells expressed the immediate-early gene *Fos* within the same cluster, indicative of MuSCs in the earliest state of activation, likely due to the isolation process (Fig. 3A,C) (Almada et al., 2021; Kann et al., 2022; Machado et al., 2017; Van Velthoven et al., 2017). It is well established that the process of isolating and sorting MuSCs induces a stress response in, and activation of, MuSCs (Machado et al., 2017, 2021; Van Velthoven et al., 2017). 

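*Fos* (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) had 3615 ± 848 CPM in myogenic cluster 2 (SD, n = 4 samples) and 59.99 ± 19.6 in cluster 0. The value in cluster 2 ranged from 2403.5 in α-cdKO replicate 1 to 4365 in control replicate 2. In each sample it was at least 2.43-fold that of the next cluster. With cells thinned to 2000 UMIs, 70.3% of the cells of cluster 2 had a *Fos* UMI (68.9 to 71.6), against 8.83% of cluster 0 (8.33 to 9.36). The share was also high outside the lineage, at 56.5% of endothelial-like cells (48.7 to 64.2) and 68.3% of glial-like cells (51.9 to 81.9), whereas it was 8.10% in mature-muscle-like cells (6.41 to 10.06). The median depth before thinning was 7243 UMIs in cluster 0, 3058 in glial-like and 3138 in mature-muscle-like cells.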

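Immediate-early and heat-shock genes led several myogenic clusters in these samples. *Jun* had 3271 ± 965 CPM in cluster 2 (SD, n = 4 samples) and 91.0 ± 23.99 in cluster 0. *Egr1* had 5205 ± 1120 and 1019 ± 247 in the same clusters. The genes with the largest fold in cluster 1 included *Dnaja1*, *Hsph1* and *Hspe1*. *Hspe1* had 5644 ± 2061 CPM in cluster 1 and 829.8 ± 328 in cluster 0, and *Hsph1* had 2924 ± 678 and 300.4 ± 79.8. Cluster 0 was led by *Cxcl3*, *Cxcl5*, *Dio2* and *Cxcl2*, and *Cxcl2* had 1129.6 ± 403 CPM there against 81.4 ± 27.5 in cluster 2. *Jun*, *Egr1*, *Hspe1*, *Hsph1* and *Cxcl2* each peaked in the same cluster in all 4 samples, so these peaks were present in both genotypes. Cluster 1 also held 13.3% of cells among the top doublet scores of their samples, more than any other myogenic cluster.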

We also observed this phenomenon (Fig. S5D). *Myod1* and *Myf5* expression was found in multiple clusters, with varying degrees of expression and overlapped with *Pax7* expression and progressive MuSC activation (clusters 0 and 1; Fig. 3A,C). In contrast, *Myog* expression, found only in cells committed to differentiate, was found in a single cluster (cluster 4); these cells comprise a greater fraction in α-cdKO cells than in control cells (*P*=0.0434) (Fig. 3D). 

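*Myod1* (ENSMUSG00000009471, chromosome 7, 46376474 to 46379099) had 865 ± 241 CPM in cluster 0 (SD, n = 4 samples), 433 ± 102 in cluster 1 and 104 ± 18.7 in cluster 2. It was highest in cluster 0 in 3 of the samples and in the mature-myocyte-like cluster 5 in α-cdKO replicate 1. *Myf5* (ENSMUSG00000000435, chromosome 10, 107482908 to 107486134) varied less, with 309 ± 52.4, 255 ± 38.5 and 266 ± 16.6 in clusters 0, 1 and 2. With cells thinned to 2000 UMIs, 36.7% of cells in cluster 0 (35.9 to 37.6) and 13.4% in cluster 2 (12.4 to 14.5) had a *Myod1* UMI, and the latter was not above the 14.3% of endothelial-like cells (9.37 to 20.5). For *Myf5* the share was 31.6% in cluster 0 (30.7 to 32.4), 37.0% in cluster 2 (35.6 to 38.5) and 11.3% in endothelial-like cells (6.95 to 17.1). Of the 26794 myogenic cells compared, 3.22% had UMIs of both *Pax7* and *Myod1*, where independent detection would give 3.91%. Both *Pax7* and *Myf5* were found in 4.40%, where independent detection would give 3.96%. Within clusters, detection of both *Pax7* and *Myod1* differed from this pooled shortfall. It was above independent detection in clusters 1, 2 and 4 (4.38% against 4.34% in cluster 1). It was below in clusters 0, 3 and 5 (2.19% against 2.36% in cluster 0). These differences were small and not tested. At 4000 UMIs per cell, cluster 4 was below (15.9% against 16.1%). Without thinning, the pooled share was above independent detection (15.5% against 15.3%), so the directions depended on depth. At 2000 UMIs, 25.0% of the cells with a *Pax7* UMI also had *Myod1* and 34.1% also had *Myf5*.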

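*Myog* (ENSMUSG00000026459) lies on chromosome 1 from 134289989 to 134292548. Of its 19109 UMIs in myogenic cells, 96.3% (96.0 to 96.6) lay in the differentiated-like cluster, which was numbered 3 here. The lowest share in a sample was 95.3%, in control replicate 2, and the highest was 99.0%, in control replicate 1. The cluster had 1064 *Myog* CPM and the other myogenic cells had 3.29. When the marker genes were removed before clustering, 83.2% of the *Myog* UMIs lay in the differentiated-like cluster. With cells thinned to 2000 UMIs, 37.4% of its 1309 cells had a *Myog* UMI (34.7 to 40.0), against 0 of 168 endothelial-like cells, which allows a share of up to 1.79%. The median depth was 11801.5 UMIs in this cluster.

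Differentiated-like cells made up 2.78% (2.36 to 3.26) and 3.44% (2.93 to 4.02) of the myogenic cells of the control samples. They made up 7.18% (6.67 to 7.72) and 4.37% (3.93 to 4.84) of those of the α-cdKO samples. The mean was 3.11% ± 0.466 (SD, n = 2) in control and 5.78% ± 1.99 (n = 2) in α-cdKO, a log2 ratio of 0.89. Both α-cdKO samples were above both control samples (two-sided exact permutation test, p = 0.3333, the smallest that 2 samples against 2 allow). The log2 ratio moved most without integration, to 1.39, and was 0.49 with α-cdKO replicate 1 left out. The size of the class depended on the clustering, and its 1326 cells became 731 with a second set of seeds, 498 with top-scoring doublets removed and 386 without the marker genes. In α-cdKO replicate 1, the share was 11.2% (10.3 to 12.2) among cells with an *Xist* and no Y-linked UMI and 1.32% (0.845 to 1.95) among cells with a Y-linked and no *Xist* UMI, at 2000 UMIs per cell. Among cells with a Y-linked and no *Xist* UMI in the other samples, it was 2.23% (1.69 to 2.89) and 2.30% (1.69 to 3.06) in the controls and 3.65% (3.06 to 4.33) in α-cdKO replicate 2. Cells with neither kind of UMI had 4.07% (3.36 to 4.89) in α-cdKO replicate 1. They had 3.34% and 4.54% in the controls and 4.96% in α-cdKO replicate 2.

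**Figure D2:**
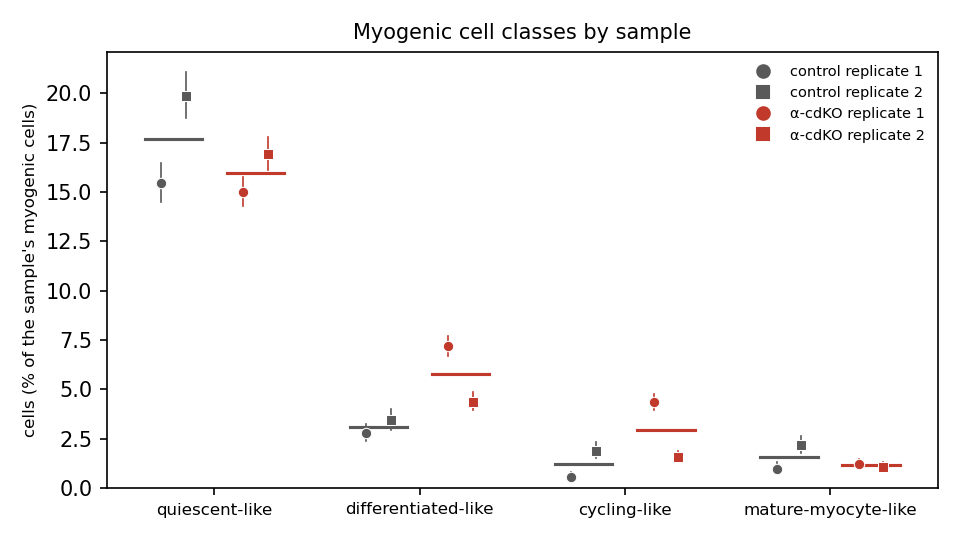
Share of the myogenic cells of a sample in each class (y axis, percent; activated-like cells not drawn). Points are samples with exact 95% binomial intervals, horizontal lines are means of 2 samples, gray is control and red is α-cdKO. The α-cdKO samples are above the control samples for differentiated-like cells only.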

Overall, the changes in gene expression associated with MuSC isolation made it difficult to identify changes in early activation that occurred in α-cdKO MuSCs. However, this analysis of tdTomato-marked cells demonstrated that α-cdKO MuSCs did not adopt non-myogenic cell fates, indicating that they were lost by an alternative mechanism.

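To compare the genotypes within these states, UMIs were summed per sample over all myogenic, quiescent-like or activated-like cells and tested with edgeR's quasi-likelihood test (n = 2 samples per genotype). In all myogenic cells, 26 of 14648 genes had an adjusted p under 0.05 (Benjamini-Hochberg), 11 higher and 15 lower in α-cdKO, and 1027 had an unadjusted p under 0.05. In quiescent-like cells there were 10 of 11610 genes, 7 higher and 3 lower. In activated-like cells there were 54 of 13364 genes, 28 higher and 26 lower. The count in all myogenic cells moved most, to 189, in a fit with control replicate 1 blocked with α-cdKO replicate 2, and with DESeq2 it was 120. It was 0 when the cells set aside were added, with 937 genes at an unadjusted p under 0.05. Of 49 tested genes that the paper names or that were listed as catenins, cadherins and sex-linked genes, 0 passed over all genes tested, 0 passed when adjusted over the list alone, and 6 had an unadjusted p under 0.05. *Pax7* had a log2 fold change of −0.68 (standard error 0.26, adjusted p = 0.689 from the same edgeR test). Its adjusted p was 0.0264 in edgeR with a block pairing control replicate 1 with α-cdKO replicate 2 and control replicate 2 with α-cdKO replicate 1, a setting added after the data were seen, and from 0.468 to 0.901 under the other alternatives, so that block changed its call.

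By a rule on size and abundance, the largest rises were in *AA465934* (log2 fold change 5.02, standard error 0.40, adjusted p = 0.0101 from edgeR), *Tpm3-rs7* (4.15), *Gm8797* (4.10), *1500015A07Rik* (2.13) and *Srpk2* (1.74), and the only fall to meet this rule was in *Samd4* (−1.32), whose 3′ part the gene *Gm10371* overlaps. Of the 15 genes that were lower, 8 lie in a stretch of chromosome 2 from 175321955 to 177840336 with 25 tested genes. In the endothelial-, immune- and glial-like cells, these rises were also seen, with log2 ratios from 1.05 for *Srpk2* to 4.97 for *Tpm3-rs7*. *AA465934* had 0 UMIs in the control and 66 in the α-cdKO cells of these types, and the log2 ratio of *Samd4* was −0.11.

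Lists of genes were tested with limma's camera at an inter-gene correlation of 0.01. Many of their genes were picked by the study from these same samples, so the lists are not independent of these data. Differentiation genes were higher in α-cdKO (12 of 12 genes, median log2 fold change 0.54, adjusted p = 0.00209 from limma's camera), as were cell cycle genes (12 of 12, 0.78, adjusted p = 0.00890). Of the cell cycle genes, *Top2a* had 11.8 and 36.9 CPM in control and 63.6 and 23.9 in α-cdKO, and *Mki67* had 8.65 and 20.9 CPM in control and 32.3 and 13.2 in α-cdKO. For both, α-cdKO replicate 2 was below control replicate 2, so the higher mean came from α-cdKO replicate 1. Of the genes that led the differentiated-like cluster, *Myog* had 38.0 and 100.4 CPM in control and 89.3 and 94.9 in α-cdKO. *Mymk* had 5.15 and 19.1 CPM in control and 15.9 and 16.0 in α-cdKO. For *Myog* and *Mymk*, control replicate 2 was above both α-cdKO samples, so the higher mean came from the low control replicate 1. *Cdkn1c* was higher in both α-cdKO samples, and for *Actc1* control replicate 2 lay between the α-cdKO samples. Isolation response genes were lower (15 of 20 genes, −0.23, adjusted p = 0.0208 from limma's camera). Quiescence genes (−0.09, adjusted p = 0.189) and senescence and cell death genes (0.15, adjusted p = 0.714) were not past 0.05 in limma's camera. None of the 5 lists was past 0.05 under limma's fry or an estimated correlation, nor without the cycling-like, differentiated-like and mature-myocyte-like cells. Those classes were named by many genes of the differentiation and cell cycle lists. For these lists, that last setting therefore speaks only to a shift within the remaining cells.

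**Figure D3:**
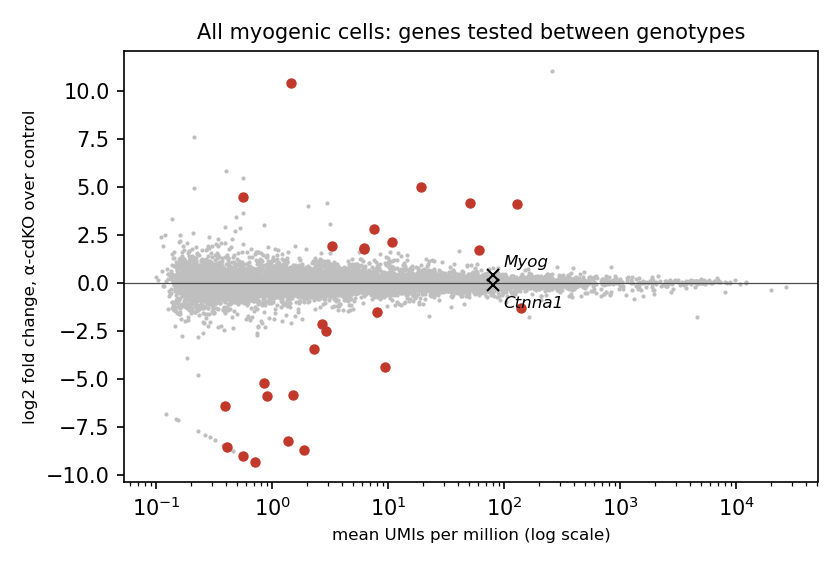
Log2 fold change between genotypes (y axis) against mean CPM on a log scale (x axis) for the genes tested in all myogenic cells. Red points are the 26 genes with an adjusted p under 0.05, gray points are the other genes, crosses are *Myog* and *Ctnna1*, and the gray point with the largest rise is *Xist*, at a log2 fold change of 11.05.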

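Endothelial-, immune- and glial-like cells made up 1.44% (1.14 to 1.79) and 1.14% (0.873 to 1.46) of the kept cells in control replicates 1 and 2. In α-cdKO replicates 1 and 2 they made up 1.09% (0.897 to 1.32) and 0.894% (0.701 to 1.12). The mean was 1.29% ± 0.213 (SD, n = 2) in control and 0.994% ± 0.141 (n = 2) in α-cdKO, a log2 ratio of −0.38 (two-sided exact permutation test, p = 0.3333). Both α-cdKO samples were below both control samples. With at least 2000 UMIs per cell the log2 ratio was −0.21 and the genotypes overlapped (two-sided exact permutation test, p = 0.6667). The log2 ratio stayed below 0 with each sample left out in turn, from −0.54 to −0.20. No cluster of any cell type was found in α-cdKO samples only. A change of fate in a share of cells smaller than these intervals, or than the spread between samples, was not detectable with these numbers of cells and samples. From the analysis of tdTomato-marked cells, the paper concludes that α-cdKO MuSCs did not take on non-myogenic fates, and reasons that they were lost through another mechanism.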

**Fig. 3.**
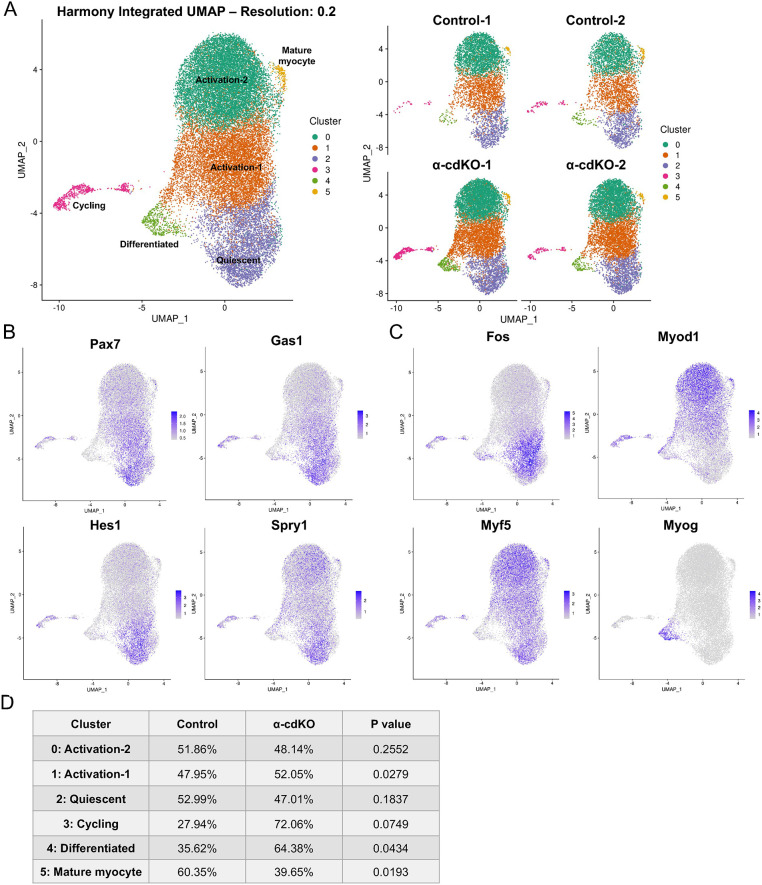
**α-cdKO MuSCs do not adopt non-myogenic lineage fates.** (A) Single cell RNA-sequencing analysis of tdTomato^+^ cells from control and α-cdKO mice at 14 DPT revealed six distinct cell clusters after Harmony integration, with no cluster being unique to either genotype. (B,C) Gene expression of quiescence-associated (B) and activation- or differentiation-associated (C) factors illustrated a continuum of the quiescence-to-activation transition present in both genotypes. (D) Clusters were categorized based on top differentially expressed genes; genotype contribution to each cluster was normalized to the total number of cells analyzed.

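The contribution of each genotype to a cluster was its share of its own myogenic cells, scaled so that control and α-cdKO add up to all of the cluster. By this measure α-cdKO contributed 65.6% and control 34.4% to the differentiated-like cluster. For the cycling-like cluster, α-cdKO contributed 72.3% and control 27.7%, and α-cdKO replicate 1 alone held 409 of its 649 cells. The quiescent-like cluster was 52.4% control and 47.6% α-cdKO, and the activated-like clusters 0 and 1 were 51.5% and 50.01% control. The mature-myocyte-like cluster was 57.0% control and 43.0% α-cdKO, and 48.4% control with at least 2000 UMIs per cell. When the samples of a genotype were weighted equally, the α-cdKO contribution was 65.0% to the differentiated-like and 70.7% to the cycling-like cluster.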

### α-cdKO MuSCs undergo activation in the absence of injury

Quiescent MuSCs have long heterogeneous projections and retraction of these structures is a very early response to muscle injury (Kann et al., 2022; Ma et al., 2022; Verma et al., 2018). Consistent with this observation, MuSCs characterized as being in a state of partial activation (e.g. *Cdh2*-mutant MuSCs and MuSCs in G_alert_) either lack or have shorter projections (Kann et al., 2022; Goel et al., 2017; Rodgers et al., 2014). To visualize and quantify MuSC projections, we used α-cdKO mice carrying a tdTomato reporter, and isolated single myofibers from these and control mice carrying the reporter at 14 DPT. α-cdKO MuSCs had fewer and shorter cellular projections than control MuSCs, consistent with the possibility of their having initiated the activation process in the absence of injury (Fig. 4A-C).

**Fig. 4.**
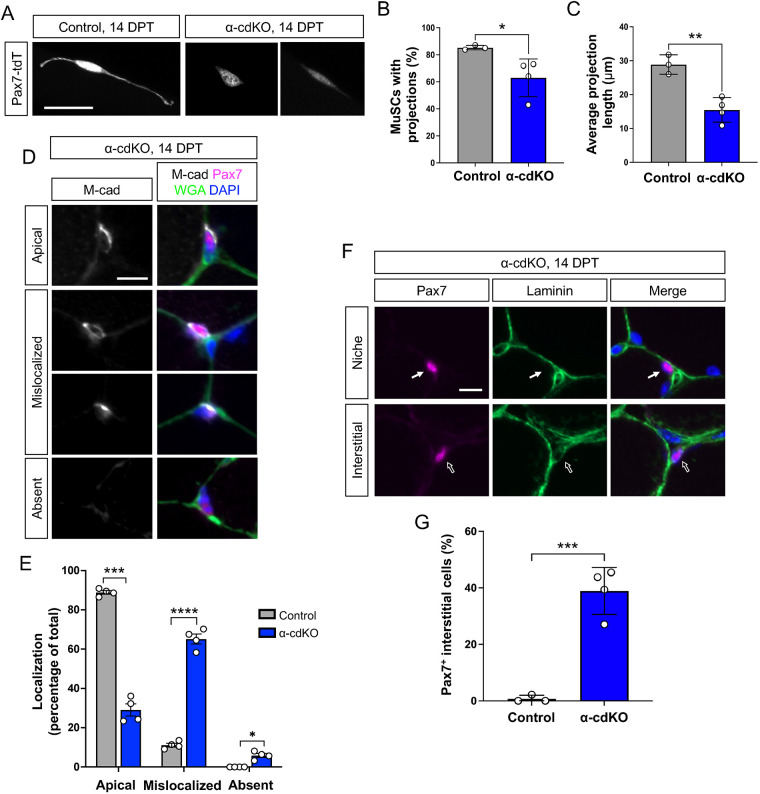
**Loss of α-catenins compromises cadherin-based adhesion and leads to escape from the niche.** (A-C) Endogenous tdTomato reporter fluorescence from MuSCs on isolated single EDL myofibers from control and α-cdKO mice at 14 DPT (A) was used to quantify the proportion of MuSCs maintaining cytoplasmic projections (B) and the average length of remaining projections (C). (D,E) At 14 DPT, TA muscle sections from control and α-cdKO mice at 14 DPT were immunostained (M-cadherin, grey; Pax7, magenta; WGA, green; DAPI, blue) to assess M-cadherin localization in Pax7^+^ MuSCs (D,E). (F,G) At 14 DPT, TA muscle sections from control and α-cdKO mice at 14 DPT were immunostained (Pax7, magenta; laminin, green; DAPI, blue) (F; white arrows indicate Pax7^+^ cells) to assess MuSC localization (G). Scale bars: 25 μm in A,F; 10 μm in D. Each data point represents the average quantified from *n*≥30 cells from each animal (TA muscle sections) or at least ten myofibers (EDL single myofibers) from each animal. *n*=4 animals per genotype. Data are mean±s.e.m. with comparisons made using two-tailed unpaired Student's *t*-test. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001.

We next assessed cadherin protein distribution and niche localization. TA muscle sections were immunostained for Pax7 and M-cadherin, the latter serving as a readout for polarized distribution of cadherin-based junctions in MuSCs (Fig. 4D,E). In 89% of control MuSCs, M-cadherin was enriched at the apical membrane, the cell surface in direct contact with a myofiber. In contrast, 65% of α-cdKO MuSCs had M-cadherin present throughout the plasma membrane or enriched on the basal side of the cell. Additionally, 6% of mutant cells completely lacked M-cadherin signal. Therefore, in the absence of α-catenins, MuSCs were unable to maintain polarized apical localization of the major cadherin protein expressed in these cells. Consistent with loss of this characteristic property of MuSCs, 39% of Pax7^+^ α-cdKO MuSCs had exited the niche and were detected in the interstitial space between myofibers, whereas virtually all control MuSCs were found within the niche, under the basal lamina (Fig. 4F,G).

To further assess whether α-cdKO MuSCs became activated and entered the cell cycle, TA sections were stained for Pax7 and for the MuSC cell cycle and activation marker Ki67. Although Pax7^+^ MuSCs in control mice rarely expressed Ki67, 35% of α-cdKO MuSCs were Ki67^+^ (Fig. 5A,B). Furthermore, 74% of Pax7^+^Ki67^+^ MuSCs were present in the interstitial space, outside the basal lamina (Fig. 5A,C). Approximately 77% of Ki67^+^ α-cdKO MuSCs were also positive for the activation and myogenic progenitor cell marker MyoD, with 97% of MyoD^+^Ki67^+^ cells present in the interstitial space (Fig. 5D-F). 

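In the sequenced samples, cycling-like cells made up 0.568% (0.384 to 0.810) and 1.89% (1.51 to 2.33) of the myogenic cells in control. They made up 4.35% (3.95 to 4.78) and 1.57% (1.30 to 1.86) in α-cdKO. The mean was 1.23% ± 0.933 (SD, n = 2) in control and 2.96% ± 1.97 (n = 2) in α-cdKO, a log2 ratio of 1.27 within the spread between samples (two-sided exact permutation test, p = 0.6667). With α-cdKO replicate 1 left out, the log2 ratio was 0.35. In that sample, 6.64% (5.94 to 7.40) of cells with an *Xist* and no Y-linked UMI and 0.713% (0.380 to 1.22) of cells with a Y-linked and no *Xist* UMI were cycling-like at 2000 UMIs per cell. Of its cells with neither kind of UMI, 2.73% (2.14 to 3.42) were cycling-like. Quiescent-like cells made up 17.7% ± 3.15 (SD, n = 2) of control and 16.0% ± 1.36 (n = 2) of α-cdKO myogenic cells, a log2 ratio of −0.15 (two-sided exact permutation test, p = 0.6667) that was 0.05 with control replicate 2 left out. Mature-myocyte-like cells made up 1.57% ± 0.827 (SD, n = 2) and 1.14% ± 0.129 (n = 2), a log2 ratio of −0.46 (two-sided exact permutation test, p = 1) that was 0.22 with control replicate 2 left out and 0.08 with at least 2000 UMIs per cell. Neither difference was larger than the spread between replicates.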

Taken together, α-cdKO MuSCs exhibited a range of phenotypes at 14 DPT, consistent with sequencing data (Fig. 3). Although nearly all MyoD^+^Ki67^+^ cells had exited the niche, a fraction of α-cdKO Pax7^+^ MuSCs remained under the basal lamina and did not express Ki67 (Fig. 5A,B). Some of these latter cells may not have undergone complete loss of α-catenins, either due to incomplete Cre-mediated recombination or to perdurance of a sufficient level of α-catenin protein to maintain cadherin-dependent adhesion. Alternatively, distinct, but not fully sufficient, adhesion mechanisms may exist that lead to asynchronous MuSC activation and niche exit in the absence of α-catenins.

**Fig. 5.**
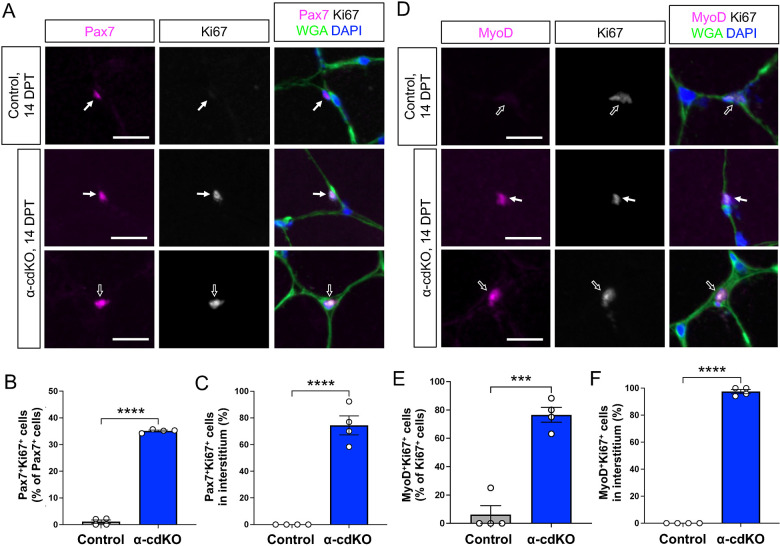
**α-cdKO MuSCs activate and enter the cell cycle in the absence of injury.** (A-C) TA muscle sections from control and α-cdKO mice at 14 DPT were immunostained (Pax7, magenta; Ki67, grey; WGA, green; DAPI, blue) (A) to assess the incidence of Pax7^+^Ki67^+^ cells (B) and their location (C). (D-F) TA muscle sections from control and α-cdKO mice at 14 DPT were immunostained (MyoD, magenta; Ki67, grey; WGA, green; DAPI, blue) (D) to assess the incidence of MyoD^+^Ki67^+^ cells among all Ki67^+^ cells (E) and their location (F). Scale bars: 10 μm in A,D. Each data point represents the average quantified from *n*≥30 cells from each animal. White arrows indicate a cell under the basal lamina; black arrows indicate an interstitial cell. *n*=4 animals per genotype. Data are mean±s.e.m. with comparisons made using a two-tailed unpaired Student's *t*-test. ***P<0.001, ****P<0.0001.

### α-cdKO MuSCs progress through the myogenic lineage and are lost to precocious differentiation and fusion

A large fraction of α-cdKO MuSCs at 14 DPT displayed features of activated MuSCs. Attrition of these cells had begun by this point and continued for another 14 days (Fig. 1). We examined possible mechanisms by which α-cdKO MuSCs were lost, including apoptosis, senescence, and differentiation and fusion to myofibers. To assess apoptosis, TA muscle sections were stained for cleaved caspase 3 and analyzed by TUNEL assay, with sections of intestinal epithelium from the same animals as a positive control for the former and DNase I-treated TA sections as a positive control for the latter. In control and α-cdKO muscles, cell death was not detected by either method (Fig. S6A,B). To address the possibility of α-cdKO MuSCs entering senescence, senescence-associated β-galactosidase expression in control and α-cdKO mice was analyzed; no β-galactosidase expression was detected in either line, in contrast to a positive control at 7 dpi (Moiseeva et al., 2023) (Fig. S6C). Therefore, α-cdKO MuSCs were not lost due to apoptosis or senescence.

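*Myog* expression was compared in the myogenic cells of the sequenced samples in a way that did not depend on clusters. With cells thinned to 2000 UMIs, a *Myog* UMI was found in 0.877% of 5244 cells and 2.13% of 4356 cells of control replicates 1 and 2. It was found in 2.72% of 9252 cells and 2.08% of 7942 cells of α-cdKO replicates 1 and 2. The mean was 1.51% ± 0.889 (SD, n = 2) in control and 2.40% ± 0.457 (n = 2) in α-cdKO, a log2 ratio of 0.67, and the genotypes overlapped (two-sided exact permutation test, p = 0.6667). At 4000 UMIs per cell the α-cdKO samples were both above the controls, with a log2 ratio of 0.74 (two-sided exact permutation test, p = 0.3333). In that setting α-cdKO replicate 2 had 2.42% and control replicate 2 had 2.41%. Among 86 immune-like cells, 0 had a *Myog* UMI, which allows a share of up to 3.49%. This limit is above the shares of all 4 samples, so these cells set no background below them. The limit given above for the endothelial-like cells is lower. It lies below the shares of control replicate 2 and both α-cdKO samples, and above that of control replicate 1. The median depth was 8633 UMIs in immune-like cells and from 6501.5 to 8573.5 in the myogenic cells of the samples. Summed over myogenic cells and normalized by TMM, *Myog* had 38.0 and 100.4 CPM in the controls and 89.3 and 94.9 in the α-cdKO samples. The log2 fold change was 0.41 (standard error 0.40, adjusted p = 0.806 from edgeR's quasi-likelihood test), smaller than the spread between the control samples. It was −0.12 with control replicate 1 left out and 1.29 with control replicate 2 left out, so the control samples decided its direction.

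**Figure D4:**
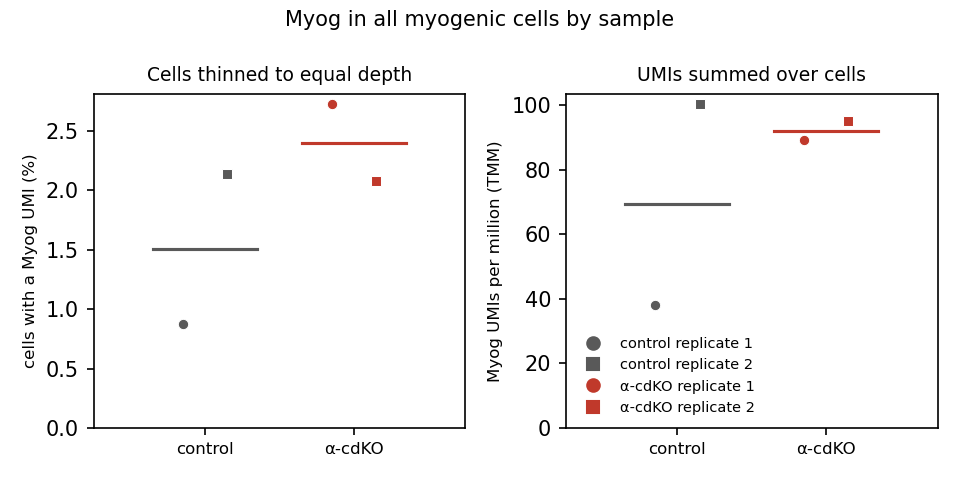
Left, share of myogenic cells with a *Myog* UMI after thinning to 2000 UMIs (y axis, percent). Right, *Myog* CPM over all myogenic cells after TMM normalization (y axis). Points are samples and lines are means of 2 samples, and control replicate 2 lies above α-cdKO replicate 2 in both panels.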

To validate the increased expression of *Myog* seen in our sequencing data and test for loss of α-cdKO MuSCs via differentiation and fusion with myofibers, we marked MuSC nuclei with a BrdU pulse-chase strategy. α-cdKO mice received BrdU injections three times a day for 5 consecutive days (10-14 DPT) and TA muscles were harvested at 21 DPT then immunostained for BrdU and markers of the muscle lineage (Fig. S7A). In control mice, 4% of Pax7^+^ cells incorporated BrdU, whereas 8% of Pax7^+^ cells in α-cdKO muscle did so, although this comparison fell short of *P*<0.05 (Fig. S7B,C). It is likely that at 21 DPT, few cells that incorporated BrdU would have remained Pax7^+^. Sections were therefore assessed for expression of myogenin, which drives terminal differentiation of muscle progenitor cells (Hernández-Hernández et al., 2017). Myogenin^+^ cells were rarely observed in TA muscle sections of control mice. In contrast, myogenin^+^ cells were abundant in α-cdKO mice and 97% of these cells were also BrdU^+^ (Fig. 6A,B). Most (58%) BrdU^+^ cells were also positive for myogenin (Fig. 6C). Interestingly, although almost all MyoD^+^Ki67^+^ cells in α-cdKO mice were located in the interstitial space, 33% of myogenin^+^BrdU^+^ cells were found under the basal lamina (Figs 5D,F and 6A,D). MyoD expression precedes and induces myogenin expression, suggesting that these latter cells have returned to the MuSC niche.

**Fig. 6.**
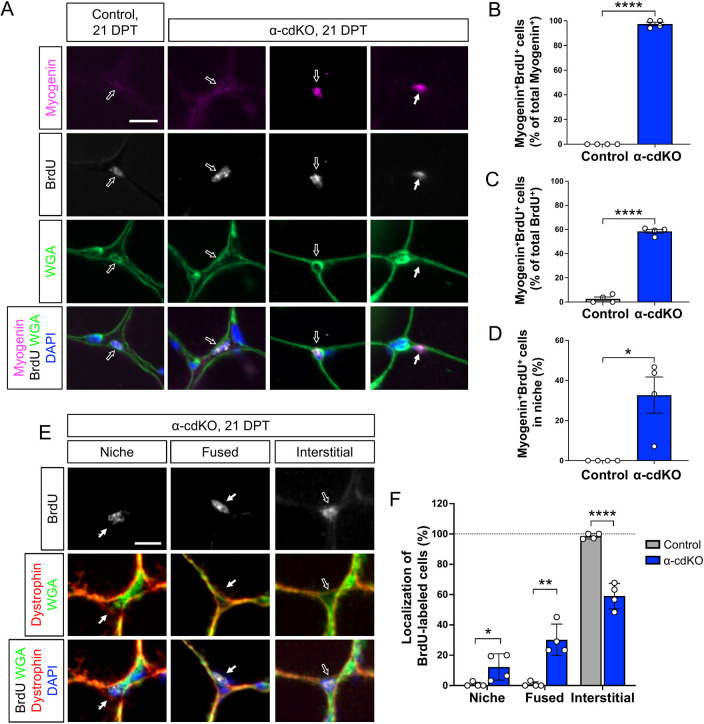
**α-cdKO MuSCs are lost to precocious differentiation and fusion.** (A-D) TA muscle sections from control and α-cdKO mice at 21 DPT were immunostained (A; myogenin, magenta; BrdU, grey; WGA, green; DAPI, blue) to study cell cycle progression into S phase by BrdU incorporation and to examine the precocious differentiation of myogenic cells by expression of myogenin (B-D). (B-D) Cycling myogenic cells (B,C) and location of myogenin^+^BrdU^+^ cells (D) were quantified. (E,F) TA muscle sections from control and α-cdKO mice at 21 DPT were immunostained for sarcolemma marker dystrophin (red) and basal lamina marker WGA (green) (E) to assess whether actively cycling myogenic cells under the basal lamina were able to initiate fusion into the myofiber (F). Scale bars: 10 μm in A,E. Each data point represents quantification of *n*≥30 cells (TA muscle sections) from each animal. White arrows indicate a cell under the basal lamina; black arrows indicate an interstitial cell. *n*=4 animals per genotype. Data are mean±s.e.m. with comparisons made using a two-tailed unpaired Student's *t*-test. *P<0.05, **P<0.01, ****P<0.0001.

To determine whether α-cdKO MuSCs may fuse with their associated myofibers, we stained sections from 21 DPT mice for BrdU incorporation, dystrophin to mark the interior of the myofiber sarcolemma and wheat germ agglutinin (WGA) to label the basal lamina. In control mice, BrdU^+^ cells were infrequent and virtually all were located in the interstitial space [these cells are likely to be muscle-resident cells that divide at a measurable rate during homeostasis (e.g. fibroadipogenic progenitors or endothelial cells)] (Joe et al., 2010; Murphy et al., 2011; Verma et al., 2018; Wosczyna et al., 2019). In contrast, 59% of BrdU^+^ cells in α-cdKO muscle were located in the interstitial space, and as discussed above most of these expressed the muscle-specific marker myogenin. 12% of BrdU^+^ cells were found within the typical MuSC niche, sandwiched between the basal lamina and myofiber surface, whereas 30% were positive nuclei found under both WGA and dystrophin, having fused with the myofiber (Fig. 6E,F). We found no evidence to suggest that cells had diluted their incorporated BrdU via proliferation. BrdU dilution to below immunofluorescent detection limits has been quantified as requiring between two and five divisions (Cutler et al., 2022; Parretta et al., 2008; Wilson et al., 2008), yet no clusters of mononucleated BrdU^+^ cells were observed (Fig. 6A,E and Fig. S7) and, as described above, no changes to myofiber size were seen (Fig. S1B,D). These findings are therefore consistent with the hypothesis that α-cdKO MuSCs initiate differentiation in the interstitial space, then return to the niche and fuse with the myofiber. Furthermore, this appears to be the sole mechanism of MuSC attrition in α-cdKO mice.

## DISCUSSION

A variety of adult stem cells, including MuSCs, exist in a state of quiescence for extended periods of time (Fuchs and Blau, 2020). Quiescence is an actively maintained property, requiring multiple signals provided by the stem cell niche (Urbán and Cheung, 2021; van Velthoven and Rando, 2019). Cell-cell and cell-matrix adhesion between stem cells and their niche are important regulators of this process, promoting stable niche localization as well as specific signaling information (Hung et al., 2023; Schüler et al., 2022; Polisetti et al., 2016; Chen et al., 2013; Parsons et al., 2010). Maintenance of MuSC quiescence is important for stem cell function; when it is broken non-physiologically (e.g. in geriatric or genetically modified mice), it usually leads to loss of a functional MuSC pool and impaired regeneration (Evano and Tajbakhsh, 2018; Hong et al., 2022; Kimmel et al., 2020; Relaix et al., 2021). We have previously reported that genetic removal from MuSCs of M-cadherin, the major niche cadherin by expression level, had no effect on MuSC homeostasis. In contrast, removal of N-cadherin resulted in a propensity of MuSCs to asynchronously enter a state of partial activation, followed by progression through full activation, cell division, cell differentiation and fusion with myofibers (Goel et al., 2017). Combined loss of N- and M-cadherin exacerbated this phenotype (Goel et al., 2017). Despite a failure to maintain quiescence, MuSCs lacking both cadherins remained polarized and in a normal niche location, and they preserved regenerative and self-renewal capabilities. We attributed these unusual latter properties to yet additional cadherins expressed at lower levels than N- and M-cadherin (Yue et al., 2020). Nevertheless, these observations raised the possibility that although cadherins are clearly important for maintenance of MuSC quiescence, they may be dispensable for stable niche localization. Basal adhesion alone may be sufficient, and alternative apical adhesion mechanisms may also exist, including Notch ligand/receptor interactions and yet-to-be-explored factors such as protocadherins (Murata et al., 2014; Pancho et al., 2020). We therefore addressed the effects in MuSCs of complete loss of cadherin-based adhesion by genetically removing pairs of redundant catenin proteins that are required for cadherin function. Our findings demonstrate that cadherin-based adhesion is essential for stable niche localization of MuSCs, and that MuSCs are depleted in its absence. Furthermore, N-cadherin plays a specific role in preventing MuSCs from breaking quiescence, a role that is distinct from the requirement for cadherins in maintaining niche adhesion.

MuSC-specific removal of β- and γ-catenins or, separately, αE- and αT-catenins led to MuSC attrition over the course of 4 weeks in both lines. A fraction of MuSCs persisted at this and later timepoints but the majority of such cells were still positive for at least one of the target proteins, indicating incomplete Cre-mediated recombination or exceptionally long perdurance of the protein in a subset of MuSCs. Although these catenin pairs are essential for cadherin-dependent cell-cell adhesion, they also play additional roles in cell regulation. β-Catenin is a crucial signal transducer of canonical Wnt signaling, and γ-catenin plays a central role in organization of desmosomes via binding to desmosomal cadherins (Green et al., 2019; van der Wal and van Amerongen, 2020). However, canonical Wnt signaling is silent during MuSC quiescence, and MuSCs do not express desmosomal cadherins (Murphy et al., 2014; Parisi et al., 2015; Rudolf et al., 2016; Yue et al., 2020). Additionally, single genetic removal of β- or γ-catenin was without effect on MuSC numbers at homeostasis, whereas combined removal resulted in MuSC attrition (Murphy et al., 2014; Rudolf et al., 2016; this study). These results indicate that β- and γ-catenin share a function required for MuSC maintenance, and that this function is almost certainly classical cadherin-based adhesion. This conclusion is consistent with results from ablation of these two cadherin-binding proteins in heart muscle and in motor neuron pools during spinal cord development (Demireva et al., 2011; Swope et al., 2012). α-catenins also play roles in regulating signaling, but these are usually performed as components of adhesion complexes (Priya and Yap, 2015; Yap et al., 2018). For example, in some cell types, α-catenin binds YAP to prevent its dephosphorylation and nuclear translocation (Schlegelmilch et al., 2011; Silvis et al., 2011). However, YAP expression is induced later during MuSC activation, and expression of constitutively active YAP in adult MuSCs *in vivo* is insufficient to break quiescence (Judson et al., 2012; Tremblay et al., 2014). Release of YAP as a consequence of adhesion complex deficiency is therefore unlikely to explain the phenotype of α-cdKO mice. We therefore conclude that the primary defect in these mouse lines is a loss of cadherin-based adhesion in MuSCs and not other functions of catenins.

It is intriguing that MuSCs lacking N- and M-cadherin, and α-cdKO MuSCs both appear to go through similar stages of activation and progression in the absence of injury, including expression of MyoD, entry to the cell cycle, differentiation and fusion with myofibers. However, N-/M-cadherin-deficient MuSCs remain in the niche and are not depleted, whereas α-cdKO MuSCs exit the niche and are depleted (Fig. 7). It is possible that the ability of N-/M-cadherin mutant MuSCs to stay under the basal lamina, due to a diminished but functional complement of classical cadherins, allows them to enter and slowly complete a normal activation process. In contrast, full loss of cadherin-based adhesion in α-cdKO MuSCs results in escape from the niche, where the interstitial microenvironment may lack signals required for normal activation and myogenic progression, ultimately leading to precocious differentiation and MuSC attrition. However, cadherin-dependent niche localization is not required for MuSC survival or maintenance of myogenic identity, as the sole fate of α-cdKO MuSCs appears to be differentiation and fusion with myofibers. The latter event requires these cells to recross the basal lamina. It is possible, in fact, that α-cdKO MuSCs cross the basal lamina multiple times before fusion. This may be related to expression of matrix metalloproteinases by activated MuSCs (Pallafacchina et al., 2010), but other mutants display similar unscheduled activation without exiting the niche (Bjornson et al., 2012; Mourikis et al., 2012; Rozo et al., 2016).

**Fig. 7.**
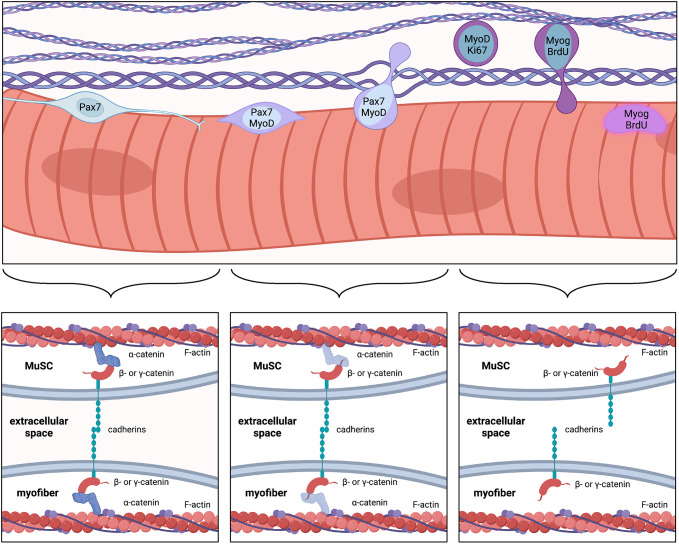
**Schematic representation of α-cdKO MuSC behavior.** Attrition of Pax7^+^ MuSCs in α-cdKO mice is due to the loss of apical cadherin-catenin-based adhesion to the myofiber. This results in cells that become activated in the absence of injury, exit the niche, enter the cell cycle and terminally differentiate to fuse into the myofiber. Created with BioRender.

These observations raise fundamental questions: what are the adhesion requirements for MuSCs to adopt stable niche localization, and are they the same as those necessary to maintain quiescence? The basal lamina is mainly composed of laminin and collagen IV (Baghdadi et al., 2018; Schüler et al., 2022). β1-Integrin heterodimerizes with α7-integrin to form the major MuSC laminin receptor and is also a component of collagen receptors (Rozo et al., 2016; Schüler et al., 2022; Mashinchian et al., 2018). MuSC-specific mutation of β1-integrin results in loss of cell polarity and MuSC attrition but the cells remain in the niche, under the basal lamina. Although potential mechanisms for basal adhesion that do not rely on β1-integrin may exist in MuSCs, their roles are not clear (Mashinchian et al., 2018). Apical adhesion mechanisms may therefore be sufficient to provide niche localization but are insufficient to maintain cell polarity and quiescence in the absence of β1-integrin-containing adhesion receptors.

Our findings with catenin-deficient MuSCs indicate that cadherin-based adhesion is required for both niche localization and maintenance of quiescence. However, exit from the niche is not an automatic consequence of MuSC activation in the absence of injury. In addition to the example of β1-integrin, conditional mutation of the Notch-responsive transcriptional regulator RBP-J leads to MuSC activation and attrition via precocious differentiation, but the cells remain in the niche (Bjornson et al., 2012; Mourikis et al., 2012). Additionally, the Notch target collagen V signals via calcitonin receptor (CalcR) in MuSCs (Baghdadi et al., 2018). This interaction is required for MuSC quiescence but only 4% of CalcR-deficient MuSCs are present outside the basal lamina, when compared with 39% of α-cdKO MuSCs (Yamaguchi et al., 2015). Therefore, the interstitial localization of α-catenin-deficient MuSCs is likely due directly to loss of cadherin-based adhesion to the adjacent myofiber, rather than a secondary consequence of MuSC activation.

Taken together, our current and previous findings (Goel et al., 2017; Kann et al., 2022) demonstrate that cadherin-based adhesion is crucial for niche localization and preservation of MuSCs. N-cadherin is specifically required for maintenance of MuSC quiescence but not for niche localization. Quiescent MuSCs have long, heterogeneous projections that appear to serve as sensors of the stem cell niche, as they rapidly retract upon muscle injury (Kann et al., 2022; Ma et al., 2022). N-cadherin protein is enriched on projections, and N-cadherin-deficient MuSCs lack or have significantly shorter projections (Kann et al., 2022). As N-cadherin is dispensable for niche localization, we hypothesize that its major role in regulating MuSC quiescence is promoting outgrowth and/or maintenance of projections, with a minimum homeostatic projection length required for quiescence. Anchorage to the niche must be provided either by different, or by the full complement of, cadherins, as shown here by the phenotype of MuSCs lacking catenins.

Cadherin-catenin complexes are best understood as factors bridging cell-cell contact and adhesion with cytoskeletal structure and dynamic regulation of cell tension (Leckband and de Rooij, 2014; Mège and Ishiyama, 2017). Work on MuSC cellular projections suggests that the first step in injury-induced MuSC activation may be a change to the biomechanical environment of the niche (Krauss and Kann, 2023). Additionally, changes to the actin and microtubule cytoskeletons are among the earliest events visible after MuSC activation (Kann et al., 2022). How these cytoskeletal structures differ between quiescent MuSCs and MuSCs activated by injury or by partial or complete loss of cadherin-catenin-dependent adhesion is now important to address. This will require new preparations and high-resolution tools, as isolated MuSCs do not retain a physiological morphology and myofiber sarcomeres interfere with clear visualization of MuSC actin structures on single myofiber preparations (Kann et al., 2022). Our findings indicate that various types of cadherin-catenin-based adhesion are required in MuSCs for both niche localization and quiescence, and can be distinguished from the role of integrin-based adhesion, suggesting that such approaches will provide significant insight into stem cell niche function.

## MATERIALS AND METHODS

### Experimental model and subject details

#### Animals

Mice were housed and maintained in accordance with recommendations set in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animal protocols used in these studies were approved by the Icahn School of Medicine at Mount Sinai Institutional Animal Care and Use Committee (IACUC).

#### Mouse breeding

To generate the *Ctnna1^flox/flox^*;*Ctnna3^flox/flox^*;*Pax7^tm1(CreERT2)Gaka/+^* line, 8- to 12-week-old homozygous *Ctnna1^flox/flox^*;*Ctnna3^flox/flox^* mice (Li et al., 2015, 2012; Vasioukhin et al., 2001) were crossed with 8- to 12-week-old *Pax7^tm1(CreERT2)Gaka^* heterozygous mice (Murphy et al., 2011) (Jackson Laboratory, 017763). The offspring were crossed until litters yielded mice homozygous for floxed alleles of αE- and αT-catenin, and heterozygous for *Pax7^tm1(CreERT2)Gaka^*. These mice were designated as α-cdKO. Littermates lacking *Pax7^tm1(CreERT2)Gaka^* were used as controls. To estimate the recombination efficiency of the system, we made the assumption that any MuSCs that were no longer detectable via Pax7 staining had undergone full recombination, i.e. lacking expression of all four α-catenin alleles and degradation of perduring protein via homeostatic turnover. Minimum recombination efficiency by this definition is 78%, the percentage of MuSCs lost in double-mutant mice compared with controls. Of the 22% of MuSCs remaining on fibers, 82% were αE-catenin immunoreactive and 78% were αT-catenin immunoreactive. We therefore conclude that 18% of the remaining 22% of MuSCs (4% of the starting population) have a complete loss of catenin protein. This yielded an estimated 82% total recombination efficiency in α-cdKO mice at 28 DPT.

To generate the *Ctnna1^flox/flox^*;*Ctnna3^flox/flox^*;*Pax7^tm1(CreERT2)Gaka/+^*;*ROSA26^LSL-tdTomato^* line, α-cdKO mice were crossed with 8- to 12-week-old homozygous *Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^* mice purchased from Jackson Laboratory (Madisen et al., 2010) (Jackson Laboratory, 007914).

To generate the *Ctnnb1^tm2Kem/tm2Kem^*;*Jup^tm1.1Glr^*^/*tm1.1Glr*^;*Pax7^tm1(CreERT2)Gaka/+^* line, 8- to 12-week-old homozygous *Ctnnb1^tm2Kem^*;*Jup^tm1.1Glr^* mice provided by Glenn Radice (Li et al., 2011; Swope et al., 2012) (Jackson Laboratory, 004152 and 017575) were crossed with 8-12 week *Pax7^tm1(CreERT2)Gaka^* heterozygous mice (Murphy et al., 2011) (Jackson Laboratory, 017763). The offspring were crossed until litters yielded mice homozygous for floxed alleles of β- and γ-catenin, and heterozygous for *Pax7^tm1(CreERT2)Gaka^*. These mice were designated as βγ-cdKO. Littermates lacking *Pax7^tm1(CreERT2)Gaka^* were used as controls. Estimation of recombination frequency was calculated as above for α-cdKO mice. The percentage of MuSCs lost in double-mutant mice was 71% and of the remaining 29%, 53% were β-catenin-immunoreactive and 66% were γ-catenin-immunoreactive. Therefore, 34% of the remaining 29% of MuSCs (10% of the starting population) have lost β- and γ-catenin, yielding an estimated 81% total recombination efficiency in βγ-cdKO mice at 28 dpt.

To generate the *Jup^tm1.1Glr^*;*Pax7^tm1(CreERT2)Gaka/+^* line, 8- to 12-week-old *Ctnnb1^tm2Kem/tm2Kem^*;*Jup^tm1.1Glr^*^/*tm1.1Glr*^;*Pax7^tm1(CreERT2)Gaka/+^* mice were crossed with 8- to 12-week-old *Pax7^tm1(CreERT2)Gaka/+^* mice (Murphy et al., 2011) (Jackson Laboratory, 017763) until resultant litters had homozygous wild-type alleles for β-catenin and homozygous floxed alleles of γ-catenin, and were heterozygous for *Pax7^tm1(CreERT2)Gaka^.* These mice were designated as γ-cKO. Littermates lacking *Pax7^tm1(CreERT2)Gaka^* were used as controls. *Pax7^tm1(CreERT2)Gaka^; ROSA26^LSL-tdTomato^* mice were used in FACS and scRNAseq experiments as controls, and were denoted ‘Control’ in single cell RNA-sequencing experiments. Primers used for PCR genotyping are listed in Table S1.

### Method details

#### Tamoxifen administration

Adult mice (2-3 months) were injected intraperitoneally for 5 consecutive days with 125 mg/kg of tamoxifen dissolved in corn oil (Toronto Research Chemicals, T006000; ThermoFisher Scientific, 405435000). Tamoxifen supplementation in chow was used during injury experiments, as noted in the main text and figure legends (Envigo TD.130857).

#### Muscle isolation

Whole TA muscles and single myofibers from EDL muscles were isolated as previously described (Goel and Krauss, 2019). Briefly, mice were sacrificed via CO_2_ inhalation, and death was confirmed with cervical dislocation. Skin was removed from the hindlimbs from the ankle joint to the hip. Whole TA muscles were mounted in 10% w/v tragacanth gum (Alfa Aesar, A18502) and snap frozen in 2-methylbutane (Fisher Scientific, O3551-4) before being transferred to a −80°C freezer for storage. Frozen TA muscles were cryosectioned at 10 μm and collected on positively charged slides. Sections were kept at −20°C until used for immunostaining or histology.

The tendons of the EDL were cut at the ankle and knee, and the EDL was immediately incubated in plating medium (DMEM+10% horse serum+2% penicillin/streptomycin+1% HEPES) containing type I collagenase (2.6 mg/ml; Gibco, 17100-017) in a 37°C shaking water bath for 53 min, followed by trituration with a wide bore glass pipet in plating medium in a fresh 10 cm plate. Fibers were allowed to rest in a 37°C incubator for 5 min before they were collected for fixation in a final concentration of 4% paraformaldehyde in PBS for 10 min. Myofibers were washed with fresh PBS after fixation and maintained at 4°C until used for immunostaining.

#### Skeletal muscle injury

An acute barium chloride (BaCl_2_) injury model was adapted and used to study muscle regeneration (Tierney and Sacco, 2016). Fur was removed from the injection site of the anterior hindlimb with clippers and disinfected with ethanol. A 1 ml syringe equipped with a 30 g needle was used to pierce the skin nearly parallel to the ankle and inserted through the length of the TA, stopping immediately short of the knee. A repetitive process of slowly releasing 1.2% BaCl_2_ dissolved in normal saline (Thermo Scientific, 612281000) and withdrawing the needle tip slightly ensured adequate diffusion of BaCl_2_ into the muscle and minimized leakage. A total of 75 μl was injected along the length of the TA for full muscle injury. Mice were allowed to recover fully from anesthesia on a heating pad. Four weeks after the initial injury, mice were re-injured and muscles were harvested at 7 and 28 dpi.

#### BrdU pulse-chase labeling

Mice were injected intraperitoneally three times daily for 5 consecutive days with 5-bromo-2′-deoxyuridine (BrdU, Sigma B9285-1G) diluted to 30 mg/kg in PBS. Mice were harvested after a chase period of 1 week to label cells undergoing S-phase entry *in vivo*.

#### Immunofluorescence on single myofibers

After single EDL myofibers were acquired as described above, fixed myofibers were permeabilized with 0.2% TritonX-100 in PBS (PBST) for 10 min, followed by incubation with 10% goat serum in staining media for 1 h on a rotating shaker at room temperature. Primary antibodies were added and fibers were incubated overnight at 4°C on a shaker. Fibers were washed with PBS and PBST before blocking in 10% goat serum. Secondary antibodies were added to incubate for 1 h in the dark at room temperature before being washed again with PBS and PBST and mounted on positively charged slides with DAPI Fluoroshield mounting media (Abcam ab104139). Antibodies and dilutions used for immunofluorescent staining can be found in Table S2.

#### Immunofluorescence on whole muscle cross-sections

Frozen TA sections were allowed to equilibrate to room temperature and fixed in 4% paraformaldehyde in the dark for 20 min. The slides were rinsed in PBS, permeabilized in −20°C methanol for 6 min and washed with PBS. Antigen retrieval was performed using 0.01 M citric acid buffer (pH 6.0) at 90°C for 10 min. Slides were washed again in PBS, blocked in 5% BSA in PBS for 2 h, and primary antibodies were added to incubate overnight at 4°C. Slides were washed in PBS and blocked with 0.1% BSA in PBS for 30 min. Secondary antibodies were added and slides incubated for 1 h at room temperature, washed with PBS and mounted with DAPI Fluoroshield mounting media (Abcam, ab104139).

#### Picrosirius Red staining

Frozen TA sections were air dried overnight at room temperature. Before staining, sections were circled with a Pap pen (Vector Laboratories, H-4000) and allowed to dry. A hybridization chamber with a water reservoir was used as a humidity chamber and set to 56°C. The slides were added to the chamber and a disposable pipette was used to drop Bouin's fixative onto the slides and incubated for 15 min. Bouin's fixative was removed in a fume hood and slides were washed in distilled water twice before placing them into a coplin jar with 30 ml of 0.1% Sirius Red in saturated picric acid (Electron Microscopy Services, 26357-02) and incubating for 2 h on a shaker. Slides were washed in 0.5% acetic acid, dehydrated in ethanol, equilibrated in xylenes for 10 min and mounted with Cytoseal XYL (Fisher Scientific, 22-050-262).

#### TUNEL assay

The Click-iT Plus TUNEL Assay Kit for In Situ Apoptosis Detection 594 (ThermoFisher, C10618) was used to detect DNA breaks on frozen TA sections. The manufacturer protocol was used. Sections were fixed in 4% PFA for 15 min at 37°C, then washed in 1×PBS twice for 5 min. Sections were then covered and incubated with Proteinase K solution for 15 min at room temperature before washing with PBS once for 5 min. Sections were fixed a second time in 4% PFA for 5 min at 37°C, followed by two washes of PBS for 5 min and a rinse in deionized RNase-free water. A positive control was prepared by inducing DNA breaks with DNaseI solution for 30 min at room temperature before a deionized water rinse. All sections were then incubated in TdT reaction buffer for 10 min at 37°C, followed by the TdT reaction mixture at 37°C for 1 h. Sections were washed with 3% BSA and 0.1% Triton X-100 in PBS for 5 min at room temperature and rinsed with PBS after. Sections were then treated with Click-iT Plus TUNEL reaction cocktail for 30 min at 37°C in the dark, washed with 3% BSA in PBS for 5 min and rinsed with PBS. The TUNEL reaction was followed by antibody staining. Sections were blocked for 1 h at room temperature in 3% BSA in PBS and incubated with an anti-laminin antibody overnight at 4°C in the dark. Sections were washed with 3% BSA in PBS twice for 5 min and incubated with Alexa Fluor 488 anti-rabbit IgG secondary antibody for 30 min at room temperature. Sections were washed with 3% BSA in PBS twice for 5 min, dried and mounted with DAPI Fluoroshield mounting media (Abcam, ab104139).

#### Senescence-associated β-galactosidase detection

The SPiDER-βGal Detection kit (Dojindo, SG02) was used to detect senescence-associated β-galactosidase expression in whole muscle. The manufacturer's protocol was refined for use on fresh frozen TA sections. Sections were fixed in 4% PFA for 10 min in the dark at room temperature, washed once with PBS for 5 min and twice with 0.3% Triton X-100 in PBS for 5 min each. SPiDER-βGal was reconstituted in PBS and sections were incubated in the dark with SPiDER-βGal at 20 μmol/l for a1 h at 37°C. Samples were washed three times with PBS for 5 min each and incubated with WGA-488 (10 μg/ml; Invitrogen, W11261) for 30 min at room temperature, before washing again three times with PBS for 5 min each and mounted with DAPI Fluoroshield mounting media (Abcam, ab104139).

#### Isolation of MuSCs

Single cell suspensions from mouse hindlimb whole muscle were acquired with modifications from a protocol described previously (Gromova et al., 2015). After euthanasia, skin was removed from both hindlimbs, and whole hindlimbs were removed to the hip and placed on ice in PBS. Muscles were excised with care to remove fat, tendons, blood vessels, nerves and bones. Muscles were minced with a sterile razor blade and transferred into digestion medium containing collagenase II and dispase II (Fisher Scientific, 17-101-015; 17-105-041) for enzymatic dissociation of mononuclear cells from muscle fibers in a rotating water bath at 37°C. A 10 ml syringe with a 20 g needle was used further release mononuclear cells into suspension before being passed through 40 μm cell strainers.

Cells were pelleted at 300 ***g*** for 5 min before washing with ice-cold Hanks' Balanced Salt Solution without magnesium and calcium supplemented with 2% FBS and 1 mM EDTA (HBSS+), pelleting again and resuspending in 4 ml of HBSS+. Samples were kept on ice and counterstained with SYTOX Blue before FACS isolation of MuSCs. Each sample was pooled from two littermate mice of the same genotype with two samples sequenced per genotype. A Sony MA900 equipped with a 100 μm nozzle and 20 psi pressure was used for FACS isolation.

#### Single cell RNA sequencing analysis processing

Sequenced fastq files were aligned, filtered, barcoded and UMI counted using Cell Ranger Chromium Single Cell RNA-seq version 7.1.0, by 10X Genomics with Cell Ranger, GRCm38 database (version 2020-A) as the mouse genome reference. Each dataset was filtered to retain cells with ≥1000 UMIs, ≥400 genes expressed and <15% of the reads mapping to the mitochondrial genome. UMI counts were then normalized so that each cell had a total of 10,000 UMIs across all genes and these normalized counts were log transformed with a pseudocount of 1 using the “LogNormalize” function in the Seurat package. The top 2000 most highly variable genes were identified using the “vst” selection method of “FindVariableFeatures” function and counts were scaled using the “ScaleData” function. Datasets were processed using the Seurat package (version 4.0.3) (Hao et al., 2021).

Principal component analysis was performed using the top 2000 highly variable features (“RunPCA” function) and the top 30 principal components were used in the downstream analysis. Datasets for each patient were integrated by using the “RunHarmony” function in the harmony package (version 0.1.0) (Korsunsky et al., 2019). K-Nearest Neighbor graphs were obtained by using the “FindNeighbors” function, whereas the UMAPs were obtained by the “RunUMAP” function. The Louvain algorithm was used to cluster cells based on expression similarity at 0.2 resolution.

Differential markers for each cluster were identified using the Wilcox test (“FindAllMarkers” function) with adjusted *P*-value <0.05 and absolute log2 fold change >0.25, and 1000 cells per cluster were randomly picked to represent each cluster. Top two significant markers in terms of log2 fold change for all clusters were plotted using Seurat DotPlot command. The top upregulated genes and curated genes from the literature were used to assign cell types to the clusters. Unicell Deconconvolve was used to annotate the cells using the log normalized counts of the integrated dataset (version 0.0.3) (Charytonowicz et al., 2023). Prediction values for each cell type are merged with the original Seurat object. UMAPs of prediction value for skeletal and striated muscle are generated using the Seurat Featureplot function (version 4.0.3) (Hao et al., 2021).

*P* values for cell proportions within clusters were calculated using a logistic regression method. The lme4 package was used to fit data to a logistic regression model (version 1.1-27) (Bates et al., 2015). The odds ratio and *P*-value of seeing this ratio between conditions was calculated using the emmeans package (version 1.6.2) (Lenth et al., 2023).

### Quantification and statistical analysis

#### Single myofiber imaging and quantification

Images were collected using 100×/1.40 oil objectives with up to an additional 2× digital zoom on a Leica DMI SP8 inverted confocal microscope equipped with Leica Application Suite. Line averaging was used to improve signal-to-noise ratio in representative images as follows: line average-3, frame average-2. Images were exported using the native Leica Application Suite as TIFFs and imported to ImageJ for post-imaging analysis with adjustment of brightness and contrast only. For quantification of cell numbers and presence of catenin protein, as indicated by immunofluorescent signal, at least 10 fibers were analyzed per mouse with *n*≥4 per genotype, as noted in figure legends.

#### Whole-muscle cross-section imaging and quantification

Wide-field images were collected using a 20×/0.75 air objective on a Zeiss AxioImager Z2 equipped with Zen Blue Software. Images were exported using the native Zeiss Application Suite as .czi files or TIFFs and imported to ImageJ for post-imaging analysis with adjustment of brightness and contrast only.

For quantification of cell numbers during homeostasis and regeneration, 10 random fields of view were taken at 20× magnification per mouse with *n*≥3 per genotype, as noted in figure legends. For quantification of cell localization, cell expression of activation markers and BrdU incorporation, a minimum of 30 cells were counted per animal with *n*≥3 per genotype, as noted in figure legends. Picrosirius Red staining was quantified using ImageJ where images were segmented by red-stained collagen and measuring percent coverage by the segmented area. Myofiber minimum feret diameter was quantified using the ImageJ package MuscleJ (Mayeuf-Louchart et al., 2018).

#### Statistical analyses

All experiments, excluding FACS isolation and single cell RNA-sequencing experiments, were performed using mice with *n*≥3 per genotype as specified in figure legends. Mean, standard error of mean (s.e.m.), 95% confidence intervals, unpaired two-tailed Student's *t*-tests and Mann–Whitney tests were calculated with Prism GraphPad Software. All graphs were generated with Prism GraphPad Software or R. Fig. S1 shares control and βγ-cdKO data from Fig. 1.

## Supplementary Material

10.1242/develop.202387_sup1 Supplementary information

# Supplementary material for: Cadherin-dependent adhesion is required for muscle stem cell niche anchorage and maintenance
**Source:** Development. 2024 Apr 4;151(7):dev202387. doi: 10.1242/dev.202387
**Supplement:** Supplementary information

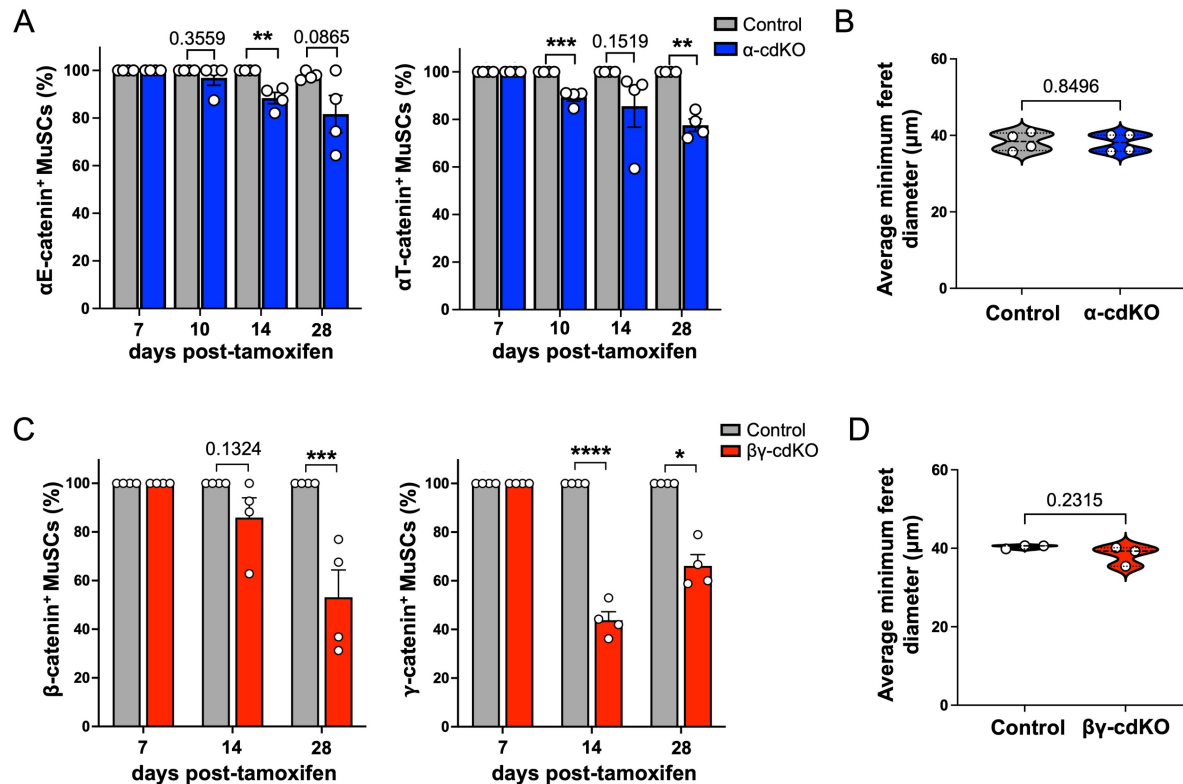

**Fig. S1. Quantification of catenin<sup>+</sup> MuSCs over time after Tamoxifen treatment**

**(A)** Immunostaining of single myofibers as shown in Fig. 1D,E was used to assess the presence of αE- and αT-catenin protein over a 28 day time course post-TMX.

**(B)** At 28 DPT, TA muscle sections from control and α-cdKO mice were immunostained with membrane marker laminin and myofiber size was quantified by minimum feret diameter, displayed as average myofiber size per animal.

**(C)** Immunostaining of single myofibers as shown in Fig. 1J,K was used to assess the presence of β- and γ-catenin protein over a 28 day time course post-TMX.

**(D)** At 28 DPT, TA muscle sections from control and βγ-cdKO mice were immunostained with membrane marker laminin and myofiber size was quantified by minimum feret diameter displayed as average myofiber size per animal.

Each data point represents the average from at least ten myofibers (EDL single myofibers) or ten fields (TA muscle sections) from each animal. Data represent  $n \geq 3$  per genotype per timepoint and represented as mean  $\pm$  S.E.M with comparisons by two-tailed unpaired Student's t-test, unless otherwise noted. \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ .

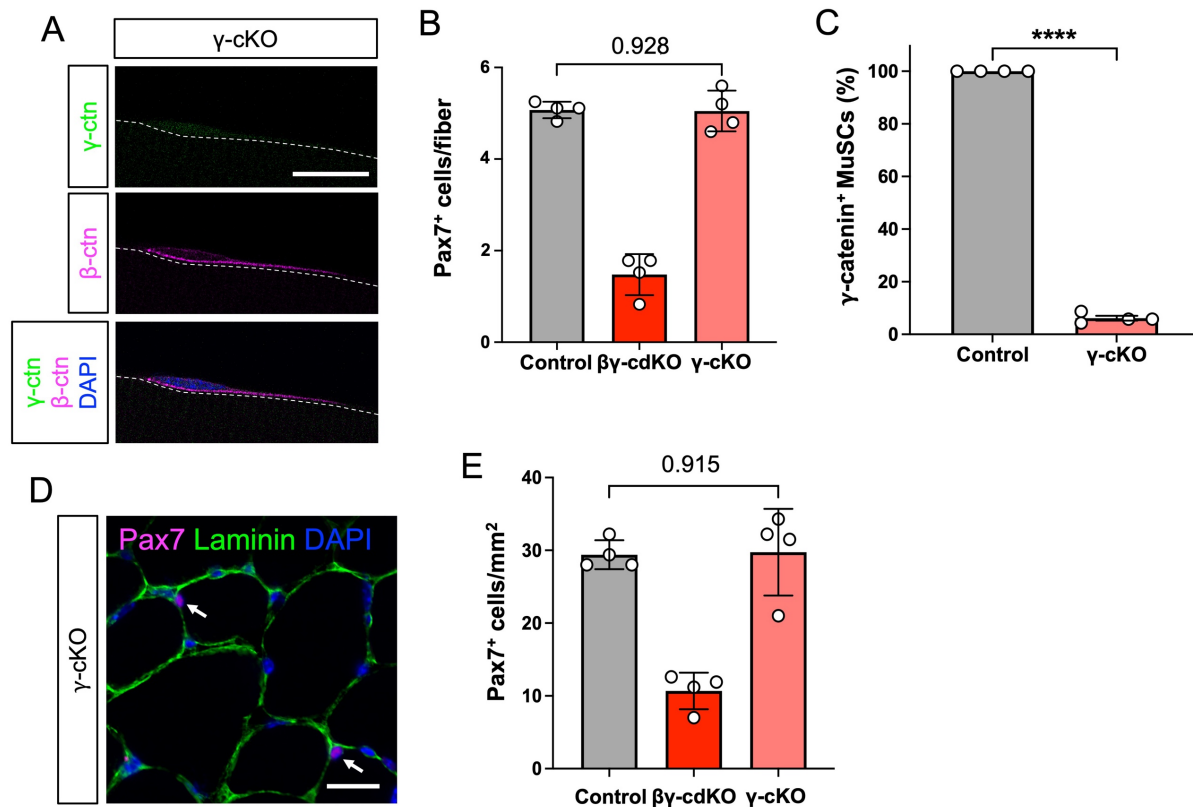

**Fig. S2. Genetic removal of  $\gamma$ -catenin does not lead to MuSC attrition or alter  $\beta$ -catenin localization**

**(A-C)** Immunostaining of single myofibers from 28 DPT  $\gamma$ -cKO mice ( $\gamma$ -catenin, green;  $\beta$ -catenin, magenta, DAPI, blue) was used to assess loss of  $\gamma$ - and/or  $\beta$ -catenin protein (A; see Fig. 1J,K for examples of control cells), MuSC attrition (B), and percentage of remaining MuSCs with  $\gamma$ -catenin protein (C). Scale bar: 10  $\mu$ m.

**(D-E)** TA muscle sections from 28 DPT  $\gamma$ -cKO mice were immunostained (Pax7, magenta; laminin, green; DAPI, blue) and Pax7-expressing MuSCs were labeled (D) and quantified (E). Scale bar: 25  $\mu$ m.

Each data point represents the average from at least ten myofibers (EDL single myofibers) or ten fields (TA muscle sections) from each animal. Data represent  $n=4$  per genotype per timepoint and represented as mean  $\pm$  S.E.M with comparisons by two-tailed unpaired Student's t-test. \*\*\*\* =  $p < 0.0001$ .

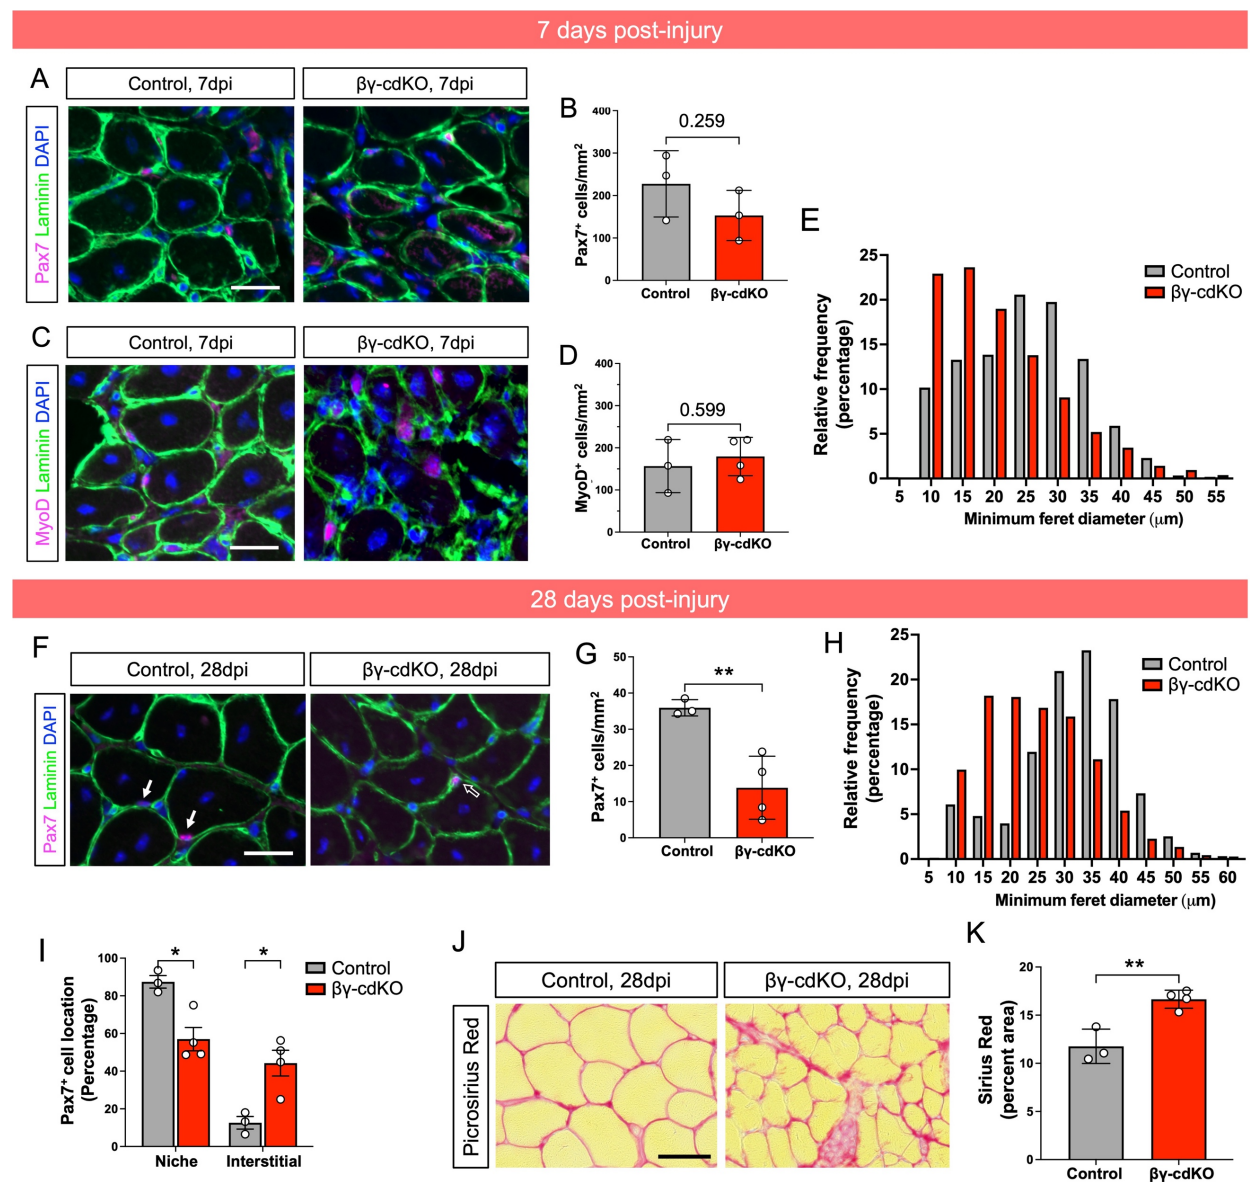

**Fig. S3.  $\beta\gamma$ -cdKO mice have modest defects in muscle regeneration**

**(A-E)** At 7dpi, TA muscle sections from control and  $\beta\gamma$ -cdKO mice were immunostained (Pax7 or MyoD, magenta; laminin, green; DAPI, blue) for Pax7<sup>+</sup> (A,B) and MyoD<sup>+</sup> (C,D) cells to assess MuSC and myogenic progenitor numbers during early regeneration. Myofiber size was quantified by minimum feret diameter in (E).

**(F-K)** At 28dpi, TA muscle sections from control and  $\beta\gamma$ -cdKO mice were immunostained (Pax7, magenta; laminin, green; DAPI, blue) (F) to assess MuSC numbers (G). Myofiber size was quantified by minimum feret diameter in (H). Pax7<sup>+</sup> cell location was scored in (I). Sections of TA muscle from control and  $\beta\gamma$ -cdKO mice at 28dpi with Picrosirius Red (J) to quantify collagen deposition after injury (K).

Scale bars: 25  $\mu$ m (A,C,F). Solid arrow denotes cell under the basal lamina; open arrow denotes interstitial cell. Each data point represents the average from ten fields from each animal. All data represent  $n \geq 3$  per genotype and represented as mean  $\pm$  S.E.M with comparisons by two-tailed unpaired Student's t-test. \* =  $p < 0.05$ , \*\* =  $p < 0.01$ .

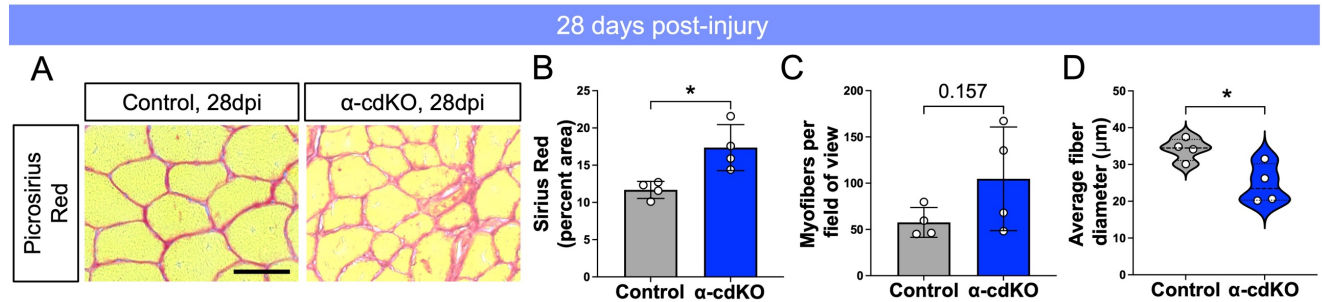

**Fig. S4.  $\alpha$ -cdKO mice have modest defects in muscle regeneration**

**(A-B)** Sections of TA muscle from control and  $\alpha$ -cdKO mice at 28dpi with Picrosirius Red (A) to quantify collagen deposition after injury (B). Scale bar: 25  $\mu$ m.

**(C-D)** Average number of myofibers per field of view at 20x magnification was quantified (C), as was the average fiber diameter (D) from control and  $\alpha$ -cdKO mice at 28dpi. Both correlated with the significant decrease in average myofiber size in Figure 2J,K.

Each data point represents the average from ten fields (TA muscle sections) from each animal.

Data represent  $n=4$  per genotype per timepoint and represented as mean  $\pm$  S.E.M with comparisons by two-tailed unpaired Student's t-test. \* =  $p < 0.05$ .

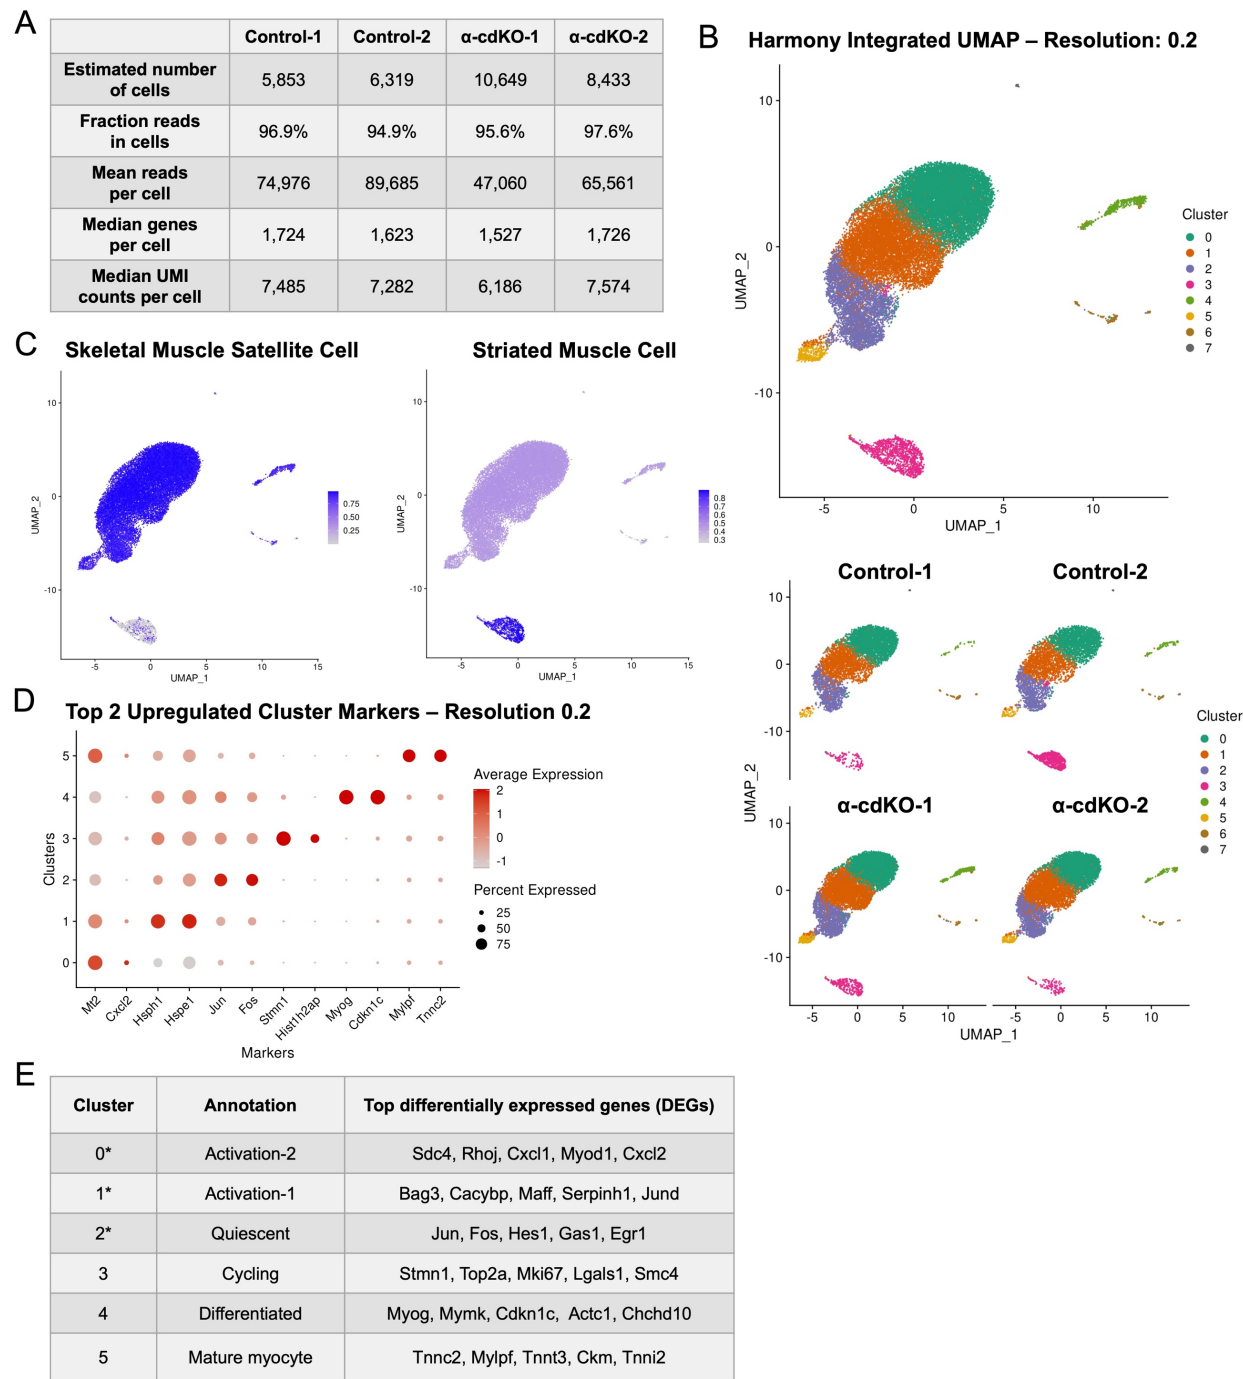

**Fig. S5. Quality control during cell purification and genomic analyses**

(A) Single cell RNA sequencing quality control of tdTomato<sup>+</sup> cells from control and  $\alpha$ -cdKO at 14 DPT was assessed using CellRanger.

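Of the 2464 barcodes removed by the cell filter, control replicate 2 accounted for 965, of which 718 had too few UMIs, 550 had too few genes and 317 had too many mitochondrial UMIs, with some failing more than 1 limit. In control replicate 1, 369 barcodes were removed, in α-cdKO replicate 1 863 and in α-cdKO replicate 2 267. The median mitochondrial share of all barcodes was 5.97% and 5.49% in the controls and 6.33% and 5.59% in the α-cdKO samples.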

(B) tdTomato<sup>+</sup> cells from control and  $\alpha$ -cdKO at 14 DPT were integrated using Harmony and unsupervised clustering yielded a UMAP with eight cell clusters, none of which were unique to one genotype.

**(C)** UniCell Deconvolve cell type predictions score for MuSC (left) and striated muscle cell types (right). A much smaller proportion of cells were classified as mature myocytes ('Striated Muscle Cell') compared to MuSCs ('Skeletal Muscle Satellite Cell').

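Mature-muscle-like cells set aside by marker genes made up 2.22% (1.85 to 2.65) and 14.7% (13.8 to 15.7) of the kept cells in control replicates 1 and 2. They made up 2.85% (2.53 to 3.2) and 1.32% (1.09 to 1.59) in α-cdKO replicates 1 and 2. Control replicate 2 alone gave 789 of these cells, or 60.8%. Their median mitochondrial share was 0.0712% of UMIs, against 5.75% in myogenic cluster 0. With control replicate 2 left out, the log2 ratio of α-cdKO to control was −0.09, so that sample accounted for the difference between genotypes.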

**(D-E)** Differentially upregulated genes per cluster (D) indicate isolation-induced stress response in some clusters, but used in conjunction with other differentially expressed genes per cluster, allowed author annotation of cluster identities (E).

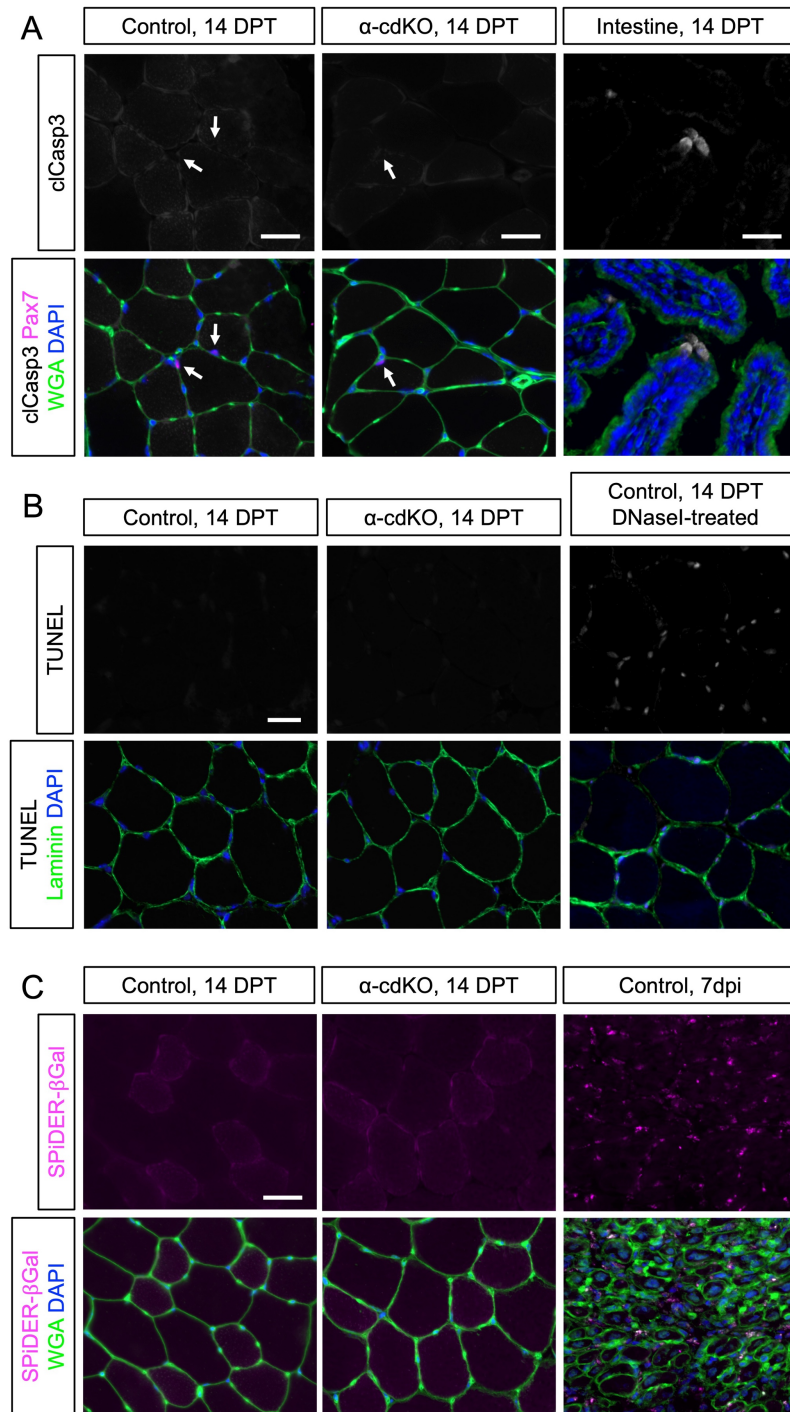

**Fig. S6. Lack of evidence for apoptosis or senescence of  $\alpha$ -cdKO MuSCs**

**(A)** Immunostaining of sections through TA muscle of control and  $\alpha$ -cdKO mice at 14 DPT for Pax7 (magenta), cleaved Caspase-3 (grey), WGA (green), and DAPI (blue). Intestine used as a positive control. Arrows denote location of Pax7<sup>+</sup> cells. No evidence of cleaved Caspase-3 was

found in muscle sections was found. Scale bars: 25µm for muscle sections, 100µm for intestine section.

**(B)** TUNEL detection (grey) with immunostaining of sections through TA muscle of control and  $\alpha$ -cdKO mice at 14 DPT for Laminin (green), and DAPI (blue). Control TA muscle section treated with DNaseI used as a positive control. No evidence of TUNEL detection of DNA breakage was found. Scale bar: 25µm.

**(C)** Senescence-associated  $\beta$ -galactosidase detection via immunofluorescent SPiDER- $\beta$ gal (magenta) with immunostaining of sections through TA muscle of control and  $\alpha$ -cdKO mice at 14 DPT for WGA (green), and DAPI (blue). No evidence of senescence-associated  $\beta$ -galactosidase was detected. A TA muscle section at 7dpi was used as a positive control. Scale bar: 25µm.

All images represent n=3 per genotype.

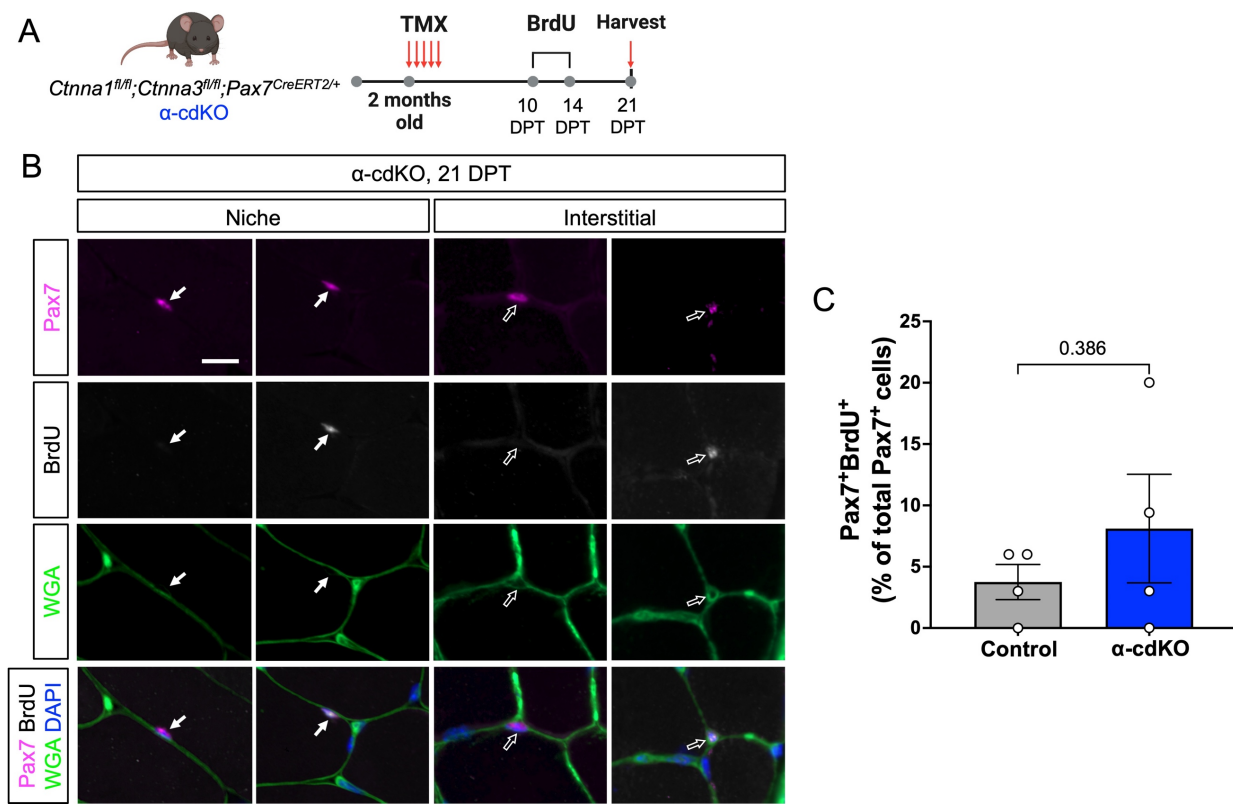

**Fig. S7. Remaining Pax7<sup>+</sup> α-cdKO MuSCs are not more likely to incorporate BrdU than controls at 21 days post-tamoxifen**

**(A)** Experimental scheme of BrdU pulse-chase experiment to confirm cell cycle progression in MuSCs from control and α-cdKO mice. TA muscles were harvested and snap frozen at 21 DPT for immunofluorescence analysis. Made with BioRender.

**(B-C)** Immunostaining of sections through TA muscle from α-cdKO mice 21 DPT (Pax7, magenta; BrdU, grey; WGA, green; and DAPI, blue) (B) showed that there was no significant differences in BrdU incorporation among Pax7<sup>+</sup> cells (C). Solid arrow denotes cell under the basal lamina; open arrow denotes interstitial cell. Scale bar: 10 μm.

Each data point represents the average from ten fields (TA muscle sections) from each animal. All data represent n=4 per genotype and represented as mean ± S.E.M with comparisons by two-tailed unpaired Student's t-test.

**Table S1. Primers used for genotyping**

| Name                                 | Sequence (5'-3')                |
|--------------------------------------|---------------------------------|
| Pax7CreERT2 13984 Common Forward     | GCT GCT GTT GAT TAC CTG GC      |
| Pax7CreERT2 139845 Wild Type Reverse | CTG CAC TGA GAC AGG ACC G       |
| Pax7CreERT2 139846 Mutant Reverse    | CAA AAG ACG GCA ATA TGG TG      |
| $\beta$ -catenin flox oIMR1512F      | AAG GTA GAG TGA TGA AAG TTG TT  |
| $\beta$ -catenin flox oIMR1513R      | CAC CAT GTC CTC TGT CTA TTC     |
| $\gamma$ -catenin flox For           | AAG AAA TAC CCA CGG CTC CT      |
| $\gamma$ -catenin flox Rev           | GCT CCA GGG AGA AAC AGA CA      |
| $\alpha$ E-catenin For               | CAT TTC TGT CAC CCC CAA AGA CAC |
| $\alpha$ E-catenin Rev               | GCA AAA TGA TCC AGC GTC CTG GG  |
| $\alpha$ T-catenin For               | CCA CCC CTG ATA TGA CCT GTA G   |
| $\alpha$ T-catenin Rev               | TCC CCA GGA ATC AAG TCG TT      |
| Rosa26-tdTomato MtF                  | CTGTTCTGTACGGCATGG              |
| Rosa26-tdTomato MtR                  | GGCATTAAAGCAGCGTATCC            |
| Rosa26-tdTomato WtF                  | AAGGGAGCTGCAGTGGAGTA            |
| Rosa26-tdTomato WtR                  | CCGAAAATCTGTGGGAAGTC            |

**Table S2. Antibodies and dilutions for immunofluorescence**

| Antibody                               | Dilution      | Source                             |
|----------------------------------------|---------------|------------------------------------|
| Mouse anti-Pax7                        | 1:100         | DSHB (Pax7-c)                      |
| Rabbit anti-Caveolin-1                 | 1:200         | Abcam (ab2910)                     |
| Mouse anti-MyoD                        | 1:100         | BD Biosciences (554130)            |
| Mouse anti-Myogenin                    | 1:100         | DSHB (F5D)                         |
| Rabbit anti-Laminin                    | 1:100         | Sigma (L9393)                      |
| Mouse anti- $\beta$ -catenin           | 1:200         | BD Biosciences (610154)            |
| Rabbit anti- $\gamma$ -catenin         | 1:75          | Cell Signaling Technology (2309S)  |
| Rabbit anti- $\alpha$ T-catenin        | 1:100         | Proteintech (13974-1-AP)           |
| Rabbit anti- $\alpha$ E-catenin        | 1:100         | Invitrogen (71-1200)               |
| Rabbit anti-M-cadherin                 | 1:200         | Cell Signaling Technology (40491S) |
| Rat anti-BrdU                          | 1:300         | Abcam (ab6326)                     |
| Rabbit anti-Ki67                       | 1:500         | Abcam (ab15580)                    |
| Rabbit anti-cleaved Caspase 3 (Asp175) | 1:300         | Cell Signaling Technology (9664)   |
| Anti-WGA-488 conjugated                | 10 $\mu$ g/ml | Invitrogen (W11261)                |
| Alexa Fluor 647 anti-Mouse IgG1        | 1:500         | ThermoFisher (A-21240)             |
| Alexa Fluor 647 anti-Rabbit IgG        | 1:500         | ThermoFisher (A-21245)             |
| Alexa Fluor 488 anti-Rabbit IgG        | 1:500         | ThermoFisher (A-11008)             |
| Alexa Fluor 488 anti-Mouse IgG1        | 1:500         | ThermoFisher (A-21121)             |
| Alexa Fluor 568 anti-Rat IgG           | 1:500         | ThermoFisher (A-11077)             |
| Alexa Fluor 568 anti-Rabbit IgG        | 1:500         | ThermoFisher (A-11011)             |

How the deposited data were processed for this re-analysis (not part of the article)

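Single cell RNA-sequencing of tdTomato+ cells from 2 control and 2 α-cdKO samples at 14 days after tamoxifen was analyzed, each sample a pool from 2 mice. The authors made the deposited counts with Cell Ranger 7.1.0, and the values are whole numbers of UMIs per gene and barcode for barcodes called as cells, with no normalization. The reference was GRCm38 with 32285 genes. The unit was checked on each file, in which every value was a whole number and no sample held a value under 0. The reads were not analyzed, so steps before counting could not be varied.

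Cells with at least 1000 UMIs, at least 400 genes and under 15% mitochondrial UMIs were kept, as the paper states. Depth per sample is given by the median UMIs per kept cell, 7723.5 and 8075 in the controls and 6452.5 and 7682.5 in the α-cdKO samples. The median kept cell had 1765.5 and 1749 genes in the controls and 1579 and 1751 in the α-cdKO samples. Counts were scaled to 10000 per cell, and 2000 variable genes and 30 principal components were computed in Seurat 5.3.0. The harmony package was not available, so the Harmony method was implemented for this work and tested on simulated data. Of 3600 simulated cells, 33.9% of neighbors came from the same sample after correction and 100% before, and 100% came from the same group both before and after. Louvain clustering used resolution 0.2. Marker levels in a cluster were set against all other cells, with 5 CPM added to each level. Lists with at least 3 markers raised at least 1.5-fold were considered, and the cluster took the class of the list with the highest mean log2 fold. Far shallower clusters were left unnamed unless a marker of their class was among their 10 genes with the largest fold. UniCell Deconvolve was not available, so clusters of mature-muscle-like and non-myogenic cells were set aside by these markers before the myogenic cells were clustered again. Cluster assignments depend on random seeds, and 3.05% and 1.53% of cells changed class with each of the other sets of seeds.

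Doublets were scored with Scrublet in scanpy 1.11.5. Its automatic threshold marked 1, 5, 0 and 1 cells in control replicates 1 and 2 and α-cdKO replicates 1 and 2, so removal at that threshold was not run. In its place, the expected share of 0.8% per 1000 cells with the highest scores was removed, which was 241, 229, 766 and 533 cells in the same order.

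Shares of cells were computed per sample and compared with a two-sided exact permutation test over the 6 splits of the samples, with scipy 1.17.1 and pandas 2.3.3. Intervals are exact Clopper-Pearson intervals at a level of 95%. The limit that a count of 0 allows is 3 counts of the total. For shares of cells with a UMI of a gene, each cell was thinned to 2000 UMIs and shallower cells were left out, and 4000 UMIs was an alternative. UMIs were summed per sample and class and tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test), with DESeq2 1.42.0 as an alternative. Benjamini-Hochberg adjusted p values under 0.05 were called. Lists of quiescence, isolation response, differentiation, cell cycle, and senescence and cell death genes were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, with fry beside it. R 4.3.3, Matrix 1.6.5, data.table 1.17.8, Python 3.11.15 and matplotlib 3.10.9 were also used.

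The genes named are those that the paper names for this experiment, the catenins and cadherins, 5 sex-linked genes, and up to 5 of the largest rises and falls each in all myogenic cells. These changes needed an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between genotypes, and only 1 fall met this rule. The cell filter, classes, marker and gene lists, tests and this rule were set before the data were examined. However, most markers of the myogenic and mature-muscle-like classes are those the study lists for its own clusters of these samples. Many genes of the tested lists were also picked by the study from these samples. The class names and lists are therefore not independent of these data. Marker genes of a class also define it, so their levels across clusters are not independent of the naming.

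The gene test was tested on simulated data with 200 changed genes. In all myogenic cells edgeR called 47.9% of genes changed by a log2 fold of 1 and 86.5% of those changed by 2, with 0 in the wrong direction and 13 unchanged genes called. Camera called 50 of 50 lists shifted by 0.5 and 1 of 50 unchanged lists. The simulated genes were drawn independently of each other. These rates therefore do not cover lists whose genes vary together between samples, as the lists tested here may. The paper's logistic regression of cell proportions was not repeated, because 2 samples per genotype do not bear its normal approximation. Cells of a sample are not replicates. The paper fitted its model with the lme4 package and does not list its terms. Whether it had a term for the sample is therefore not known here, and its p value is not judged. The alternatives covered the cell filter, doublets, integration, clustering resolution, variable genes, denominators, thinning, normalization, count filter, test, replicate block and each sample left out in turn.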

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

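The tests of whether the genes that differed lie close together in the genome were chosen only after the result was seen.

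*Xist*, which is transcribed from the inactive X chromosome of females, had 1052 CPM in the myogenic cells of α-cdKO replicate 1, against 0.279 and 0.195 CPM in the controls and 0.1915 CPM in α-cdKO replicate 2. It drew attention as a signal above the control samples in a gene the paper does not discuss. The paper's text does not state the sex of the sequenced mice. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had 138 CPM in the same sample, 37.7% of the mean of the other samples. With cells thinned to 2000 UMIs, 99 cells of this sample had UMIs of both kinds, where independent detection would give 987, a ratio of 0.1003 (exact 95% interval 0.0815 to 0.122). Free RNA spread over all cells alike would give a ratio near 1. A pool of a female and a male mouse is a candidate explanation for this ratio of 0.1003. No sample of the other genotype held *Xist* at this level, so a swap between the genotypes has no partner among these samples. No biological explanation was tested, since the design names no sex.

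In all myogenic cells, 26 genes differed between genotypes with an adjusted p under 0.05 in edgeR, and the paper discusses none of them. Strain DNA carried along with the floxed genes would place them near *Ctnna1* and *Ctnna3*. Only 1 of them, *Epb41l4a*, lies within 20 Mb, as do 525 of the 14634 tested genes with a position (odds ratio 1.075, two-sided Fisher's exact test, p = 0.6135). A difference in sex between the genotypes is argued against by the 0.1915 CPM of *Xist* in α-cdKO replicate 2, which is at the level of the controls. A changed mix of classes is argued against because 100.0% of the genes were called again without the cycling-like, differentiated-like and mature-myocyte-like cells. In the endothelial-, immune- and glial-like cells, 25 of the 26 differed in the same direction (two-sided exact sign test, p = 8.05e-07), which argues against a change confined to the myogenic lineage. The test takes genes as independent, although 8 lie in a stretch of chromosome 2, so its p overstates the evidence. UMIs were summed over samples. Some directions rest on 1 UMI against 0, as for *Zfp966* and *Gm14325*. Others rest on more, such as *Gm8797* with 30 UMIs in control and 531 in α-cdKO. RNA carried over from myogenic cells into the endothelial-, immune- and glial-like cells also limits the sign test. Genes of the myogenic lineage had a median of 51.8% of their myogenic level in these cells and a highest value of 84.9%. The called genes had a median of 119% in the genotype where they were higher, and 16 were above the highest lineage gene.

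Strain DNA at several places in the genome stays open. The 26 genes formed 33 pairs within 5 Mb, against a median of 2 and a highest of 10 in 10000 random draws of tested genes (permutation test, p = 0.0001, the smallest the draws can give). A stretch of chromosome 2 held 8 of the genes, all lower, among 25 tested genes. Similar gene copies may share reads in this stretch, which was not tested. Outside it, 18 genes formed 5 pairs against a median of 1 (permutation test, p = 0.0047). *Sycp1* had 0 UMIs in both controls and was at least 85.7-fold higher in α-cdKO. *Zfp968*, *Gm14325* and *Gm14295* had 0 UMIs in both α-cdKO samples and were at least 39.1-, 53.5- and 67.3-fold lower. These 4 genes were chosen after their values were seen. The control mice came from a line without floxed alleles, so genotype and line vary together, and this stays open. An effect of the loss of α-catenins confined to the myogenic lineage is argued against above for the genes as a set, and an effect that reaches the other cell types also stays open, as untested. Gene length, GC content and shared reads of similar genes were not tested.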

How the results depend on the processing

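The tests with top-scoring doublets removed, a crossed replicate block and other random seeds were chosen only after the data had been seen, and the other alternatives were planned.

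The share of mature-myocyte-like cells, with a log2 ratio of −0.46, reversed to 0.0775 with at least 2000 UMIs per cell. With every barcode, without integration, at resolution 0.1 and without the markers, this class was not found and gave no value. The log2 ratio of the differentiated-like share stayed between 0.76 and 1.39 over 11 alternatives, and from 0.49 to 1.21 with each sample left out. The share itself moved more, from means of 3.11% in control and 5.78% in α-cdKO to 0.982% and 1.66% without the markers, 1.15% and 2.10% with every barcode, 1.33% and 2.30% with top-scoring doublets removed, and 1.73% and 3.18% with the second set of seeds. The log2 ratio of the cycling-like share ranged from 0.83 to 1.42, and from 0.35 without α-cdKO replicate 1 to 2.38 without control replicate 2. With 1 sample left out, the log2 values of the quiescent-like and mature-myocyte-like shares, *Myog* and *Ctnna1* changed direction. So did those of some other shares, such as the activated-like, endothelial-like and immune-like shares. With each sample left out, the activated-like share (−0.04) ranged from −0.11 to 0.03 and the endothelial-like share (−0.23) from −0.47 to 0.05. The immune-like share (−0.51) ranged from −1.63 to 0.11. The activated-like share also changed direction, to 0.06, with all kept cells as the denominator. The quiescent-like share ranged from −0.26 to −0.03, and from −0.32 to 0.05 (without control replicate 2). The mature-myocyte-like share ranged from −1.0002 (with the second set of seeds) to 0.08 over the 7 alternatives that found it, and from −0.91 to 0.22 (without control replicate 2) with each sample left out. The non-myogenic share ranged from −0.96 to −0.15, and from −0.54 to −0.20 with each sample left out. The share of cells with a *Myog* UMI ranged from 0.61 to 0.74, and from 0.17 without control replicate 1 to 1.45 without control replicate 2. With 2 samples per genotype, no permutation p can go under 0.3333, so these p values say nothing about stability.

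In all myogenic cells, 26 genes were called. This became 120 with DESeq2, 15 without a filter on low counts, 49 without the cycling-like, differentiated-like and mature-myocyte-like cells, and 0 with all kept cells, where 937 genes had an unadjusted p under 0.05. In quiescent-like cells, 10 became 24 with DESeq2, 303 without the filter and 6 with every barcode. In activated-like cells, 54 became 107 with DESeq2, 364 without the filter and 33 with every barcode. A crossed replicate block gave 189, 33 and 104 genes in these populations. The cause was not tested.

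With the replicate number as a replicate block, 18 genes were called in all myogenic cells, 17 of them among the 26, and 12 and 47 in quiescent-like and activated-like cells. The log2 fold change of *Myog* was 0.57. The replicate numbers do not pair the samples, since the correlation of changes between samples of the same number was −0.18 over 14648 genes.

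The log2 fold change of *Myog* ranged from 0.38 to 0.57 over changes of test, normalization, filter, block, doublets and seeds, and was 1.06 without the cycling-like, differentiated-like and mature-myocyte-like cells. It ranged from −0.12 (without control replicate 1) to 1.29 (without control replicate 2). *Ctnna1* ranged from −0.12 to −0.10 over the same changes, and was −0.09 without those classes and −0.05 with all kept cells. It ranged from −0.25 to 0.07 (without control replicate 1). *Ctnna3* fell under the count filter, so it had no reported value. Of the 5 gene lists, 3 were called by camera and 3 with the replicate block, against 0 with fry, 0 with an estimated correlation and 0 without the cycling-like, differentiated-like and mature-myocyte-like cells. In that last setting the differentiation and cell cycle lists had median log2 fold changes of 0.02 and 0.00, with 9 and 11 of their 12 genes tested. Many of these genes also named the classes removed, so the setting speaks only to the remaining cells. Removal of doublets at Scrublet's automatic threshold was not run, since it marked almost no cell. Depth limits the shares of rare classes, since the glial-like cells numbered 51.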

Differences from the paper's values

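Of the settings named here, the third set of random seeds was chosen only after the values were seen.

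No value the paper states differed from the value computed here by more than 1.5-fold. The paper states 8 clusters of all cells, and 9 were found. Of the alternatives set before the data were examined, 8 were found with at least 2000 UMIs, with Louvain resolution 0.1 and with 3000 variable genes, and also with the third set of random seeds. The paper classes the remaining cells as striated muscle. Here 1298 of the 1618 cells set aside were mature-muscle-like, and 320 were endothelial-, immune- or glial-like.

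The paper states that *Myog* expression was increased in α-cdKO in the sequencing data. Here the log2 fold change was 0.41 with an adjusted p of 0.806 in edgeR, and the genotypes overlapped in the share of cells with a *Myog* UMI. The genotypes did not overlap in this share at 4000 UMIs per cell (log2 ratio 0.74) or with at least 2 UMIs (0.61). Nor did they with all kept cells (0.69). These settings were chosen before the data were examined. In them α-cdKO replicate 2 was only just above control replicate 2, at 2.42% against 2.41%, 1.64% against 1.58%, and 2.0625% against 2.061%. The genotypes overlapped without thinning, also chosen before, with 2.97% in α-cdKO replicate 2 and 3.42% in control replicate 2. They also overlapped with top-scoring doublets removed. The paper reports a significant difference between genotypes in the fraction of the *Myog* cluster by logistic regression, which was not repeated. Here the share was higher in both α-cdKO samples, with a two-sided exact permutation p of 0.3333, the smallest possible, so it could not reach 0.05.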

Other observations

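The tests of doublets and of the mouse of the other sex as sources of the cycling-like share were chosen only after the result was seen.

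The differentiated-like share was highest in α-cdKO replicate 1, the sample that held both *Xist* and Y-linked UMIs. In that sample, 11.2% (10.3 to 12.2) of 4652 cells with an *Xist* and no Y-linked UMI were differentiated-like, against 1.3158% (0.845 to 1.95) of 1824 cells with a Y-linked and no *Xist* UMI. The 99 cells with both and the 2677 cells with neither were left out. Of those with neither, 4.07% (3.36 to 4.89) were differentiated-like. In the other samples this share was 3.34% and 4.54% in the controls and 4.96% in α-cdKO replicate 2. Each was above the share among the Y-linked cells of its sample, so shares among Y-linked cells run low. Cells with a Y-linked and no *Xist* UMI were differentiated-like in 2.23% (1.69 to 2.89) and 2.30% (1.69 to 3.06) of cases in the controls and 3.65% (3.06 to 4.33) in α-cdKO replicate 2. Those of α-cdKO replicate 1 were thus below the values of both controls, so among these cells only α-cdKO replicate 2 was above the controls. A difference between the mice of this pool is a candidate explanation for the high share in this sample, which was not seen in its Y-linked cells at 1.3158%. Within α-cdKO replicate 1, the order of the *Xist* and the Y-linked cells was the same in all 11 clusterings, with cells not thinned. The order against the other samples was not computed in the alternative clusterings. Sex and any other difference between the mice, such as in recombination, were not separated. Y-linked UMIs are also found more easily in deeper and activated-like cells, which limits the comparison.

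The cycling-like share was also highest in α-cdKO replicate 1, and it was 4.3132% with the top-scoring cells removed, above the other samples, which argues against doublets. Among cells with a Y-linked and no *Xist* UMI it was 0.7127%, against 6.64% (5.94 to 7.40) among cells with an *Xist* and no Y-linked UMI. In the other samples, cells with a Y-linked and no *Xist* UMI were cycling-like in 0.478% and 0.850% of cases in the controls and 0.799% in α-cdKO replicate 2. Cells with neither kind of UMI had higher shares. These were 2.73% (2.14 to 3.42) in α-cdKO replicate 1, 0.660% and 2.42% in the controls and 2.19% in α-cdKO replicate 2. The same difference between mice may therefore account for this share too, with the limits given for the differentiated-like cells.

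Mature-muscle-like cells were most frequent in control replicate 2. RNA of broken myofibers in that sample is a candidate source. Its quiescent-like cells carried 635.79 mature-muscle CPM, against 224, 487 and 211 in control replicate 1 and α-cdKO replicates 1 and 2, and its activated-like cells were also the highest at 476 CPM. No biological explanation was tested.

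Among the catenins and cadherins in all myogenic cells, *Cdh2* was higher in both α-cdKO samples (log2 fold change 0.71, standard error 0.16, adjusted p = 0.415 in edgeR). *Cdh15* had a log2 fold change of −0.42 (adjusted p = 0.715 in edgeR), *Ctnnb1* of 0.18, *Jup* of 0.07, and *Cdh4* of −0.13. *Ctnna2* had 3 and 8 UMIs in control and 64 and 12 in α-cdKO, so its log2 fold change of 2.04 (adjusted p = 0.712 in edgeR) came from α-cdKO replicate 1 alone, and α-cdKO replicate 2 (0.168 CPM) was below control replicate 2 (0.193 CPM). *Cdh5* and the desmosomal cadherins were under the count filter. Of the senescence and cell death list, *Pmaip1* passed in all myogenic cells when adjusted over the list alone and not over all genes (log2 fold change −1.08, adjusted p = 0.206 in edgeR). In activated-like cells *Pmaip1* passed over all genes (−1.13, adjusted p = 0.0351 in edgeR). It was named after its values were seen.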
